# Cell-type- and locus-specific epigenetic editing of memory expression

**DOI:** 10.1038/s41588-025-02368-y

**Published:** 2025-10-29

**Authors:** Davide M. Coda, Lisa Watt, Liliane Glauser, Mykhailo Y. Batiuk, Allison M. Burns, Cora L. Stahl, Lok Y. Wong, Johannes Gräff

**Keywords:** Neuroscience, Epigenetics, Behavioural genetics

## Abstract

Epigenetic mechanisms have long been proposed to act as molecular mnemonics^1–3^, but whether the epigenetic makeup of a single genomic site can guide learnt behaviors remains unknown. Here we combined CRISPR-based epigenetic editing tools^4,5^ with c-Fos-driven engram technologies^6,7^ to address this question in memory-bearing neuronal ensembles. Focusing on the promoter of *Arc*, which encodes a master regulator of synaptic plasticity^8^, we found that its locus-specific and temporally controlled epigenetic editing is necessary and sufficient to regulate memory expression. Such effects occurred irrespective of the memory phase—during the initially labile period after learning and for fully consolidated memories—and were reversible within subject, testifying to their inherent plasticity. These findings provide a proof-of-principle that site-specific epigenetic dynamics are causally implicated in memory expression.

## Abstract (web summary)

CRISPR-based epigenetic editing is used in a cell-type-specific, locus-restricted and temporally controllable manner in the adult mouse brain to modulate memory expression.

## Main

Over the past two decades, several studies have indicated that epigenetic mechanisms—mainly histone acetylation and DNA methylation—may contribute to memory formation, storage and change^9^. Experimental support of this evidence has been obtained by their observation in whole-tissue homogenates or broadly defined cell types such as excitatory neurons following learning^10^, or by wide-range pharmacological agents^11^ and genetic approaches that modify epigenetic enzymes and, concomitantly, memory performance^12–14^. However, a causal interrogation of site-specific epigenetic modifications for regulating memory expression has thus far been lacking.

In recent years, accumulating evidence has shown that memories are in part encoded in sparse populations of defined brain cells, so-called engrams^15^. Engram cells are nowadays the closest approximation of a memory trace, that is, the physical substrate of a memory: activated by learning, they display enhanced structural and synaptic plasticity^16^, regulate memory retrieval^7^ and are of lasting nature^17^. Following learning, engram cells also display epigenetic modifications^18^, positioning this cellular subpopulation as an ideal place to query their mnemonic role in cell-type- and locus-resolved manner.

## Results

To do so, we developed CRISPR–dCas9-based epigenetic editing tools^4,5,19^ for cFos-driven engram tagging technologies^6^ that allow for the induction of locus-specific chromatin alterations within sparse memory-bearing neuronal ensembles. As editing target, we focused on *Arc*, an immediate early gene (IEG) known for its role in learning and synaptic plasticity^8,20^, whose promoter region is primed, that is, shows increased chromatin accessibility compared to other IEGs in the mouse dentate gyrus (DG) (Extended Data Fig. 1a–d). Since primed chromatin is a more dynamic epigenetic state than closed chromatin^21^, the *Arc* promoter represents an ideal site to probe for the importance of locus-specific epigenetic regulation.

To assess the behavioral consequences of epigenetically editing the *Arc* promoter within engram cells, we first engineered the epigenetic repressor dCas9-KRAB-MeCP2 (ref. ^5^) in a spatiotemporally regulatable manner, namely by combining it with an OFF doxycycline (DOX)-controllable tetracycline-responsive element (TRE) in a lentiviral construct (Fig. 1a). We stereotaxically delivered this construct into the DG of cFos-tTA mice, which express the tetracycline-controlled transactivator (tTA) upon learning^6^. We used a second lentivirus expressing five U6-driven single-guide RNAs (sgRNAs) targeting the *Arc* promoter, or as controls U6-driven nontargeting (NT) sgRNAs.

**Fig. 1:**
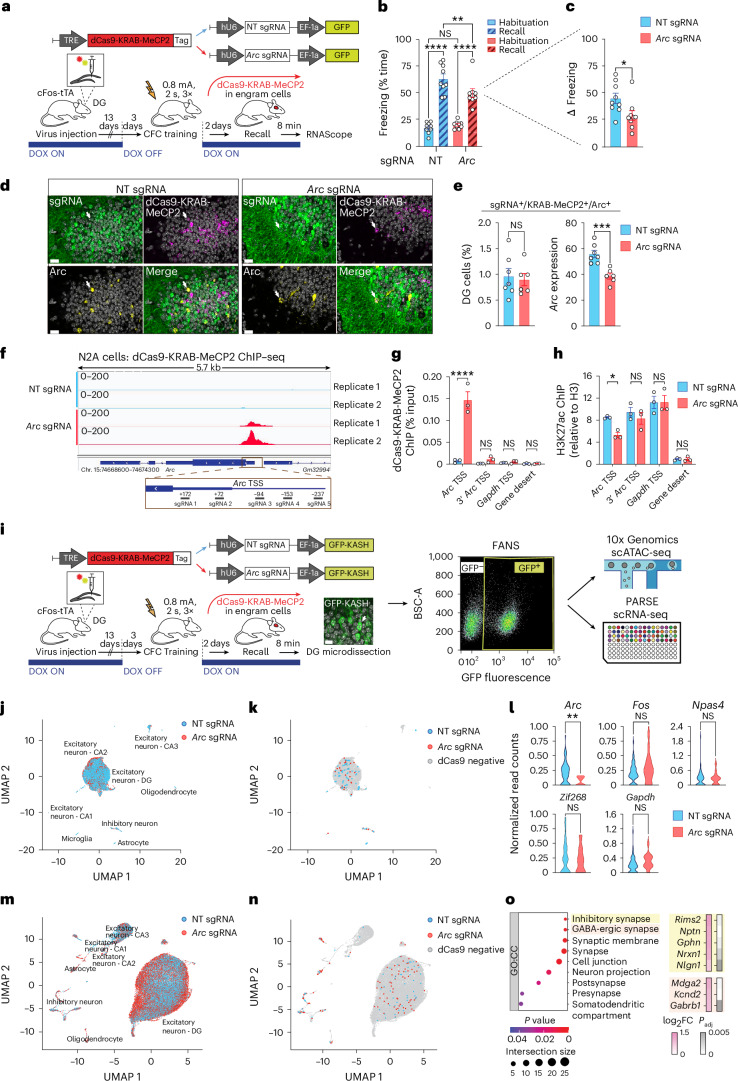
Epigenetically repressing memory formation. **a**, Schematic (top) and experimental design (bottom) for dCas9-KRAB-MeCP2-based epigenetic editing of the *Arc* promoter in cFos-tTA mice. For abbreviations, see text. **b**,**c**, Compared to animals injected with NT sgRNA (*n* = 9), dCas9-KRAB-MeCP2 animals injected with *Arc* sgRNA (*n* = 9) showed impaired memory formation. Data are means ± s.e.m. compared either by two-way ANOVA with Sidak’s and Fisher’s post hoc tests (**b**), or by a one-tailed, unpaired *t*-test (**c**). **d**, Representative confocal images showing mRNA expression levels of *Arc* (yellow) and dCas9-KRAB-MeCP2 (magenta) alongside with NT or *Arc* sgRNA (GFP, green) in the DG. Arrows indicate neurons positive for dCas9-KRAB-MeCP2, sgRNA and *Arc*. Scale bars, 20 μm. **e**, Quantification of the number of DG cells triple-positive for dCas9-KRAB-MeCP2^+^/sgRNA^+^/*Arc*^+^ and the level of *Arc* expression in the *Arc* sgRNA (*n* = 7) and NT sgRNA group (*n* = 6). Note that the dCas9-KRAB-MeCP2 manipulation does not result in a complete ablation of *Arc* expression in the DG. Data are means ± s.e.m. compared by a two-tailed, unpaired *t*-test. **f**, Top: Integrative Genomics Viewer genome browser of the *Arc* locus displaying ChIP–seq tracks for dCas9-KRAB-MeCP2 from N2A cells cotransfected with −*Arc* or NT sgRNA in two independent biological replicates. Bottom: enlarged view of the region surrounding the *Arc* promoter with the genomic sequences targeted by the sgRNAs highlighted. **g**,**h**, ChIP–qPCR on N2A cells treated as in **f** showing occupancy of dCas9-KRAB-MeCP2 (**g**) and H3K27ac (**h**) at the TSS of *Arc*. Plotted are means ± s.e.m. of three independent experiments compared by two-way ANOVA with Sidak’s multiple comparisons test. **i**, Experimental workflow to profile dCas9-mediated epigenetic and transcriptional changes in vivo by scATAC-seq and scRNA-seq. cFos-tTA mice were treated as described in **a**, except that in the sgRNA constructs nuclear GFP-KASH was expressed instead of GFP. A representative confocal image confirming GFP-KASH localization to the nuclear membrane in the DG is shown, alongside with a representative FANS plot showing a clear separation between the GFP-KASH- and GFP-KASH^+^ nuclei populations. Scale bar, 10 μm. **j**, UMAP of 9,452 nuclei from the DG of mice described in **i** colored according to their assignment to the *Arc* or NT sgRNA group. For each cluster, the corresponding cell type is annotated. **k**, As in **j**, except that dCas9-positive nuclei are displayed instead. **l**, For the nuclei identified in **k**, the normalized read counts for the ATAC-seq peaks detected at the promoter regions of *Arc* and other IEG or control genes (*Fos*, *Npas4*, *Zif268*, *Gapdh*) are plotted. Data are compared by a two-tailed, unpaired *t*-test. **m**, UMAP of 82,841 nuclei from the DG of mice described in **i** colored according to their assignment to the *Arc* or NT sgRNA group. For each cluster, the corresponding cell type is annotated. **n**, As in **m**, except that dCas9-positive nuclei are displayed instead. **o**, Functional enrichment analysis of genes differentially expressed in dCas9-positive excitatory neurons from either *Arc* or NT sgRNA mice. Left: the top gene ontology (GO) terms (cellular compartment (CC)) are displayed. Right: for the top two GO categories, the most strongly regulated genes are listed alongside their fold change value (log_2_) in the *Arc* sgRNA sample compared to the NT sgRNA sample, and matched adjusted P value (*P*_adj_). For all panels: NS, not significant; *P < 0.05, **P < 0.01 and ****P < 0.0001. See Supplementary Table 3 for summary statistics and *P* values.

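The expression data of this experiment come from the DG of cFos-tTA mice, collected 8 min after a recall session 2 days after CFC, with the mice taken off DOX 3 days before CFC and put back on it right after CFC. The mice carried TRE-dCas9-KRAB-MeCP2, a nuclease-dead Cas9 joined to the repressors KRAB and MeCP2, together with *Arc* or NT sgRNAs and the nuclear membrane tag GFP-KASH. GFP-KASH-positive nuclei were sorted and barcoded mouse by mouse (Evercode WT v3), and the nuclei of all mice were then combined into 8 sublibraries. The authors aligned the reads with Trailmaker (v.1.4.1) to mm10 with added GFP and Cas9m4 sequences, and the values are raw counts of unique molecular identifiers (UMIs) per nucleus and gene, before the study's filters. The nuclei carry the names of 5 *Arc* sgRNA and 5 NT sgRNA mice, where the methods state 4 and 5. The labels do not explain this difference, and the 82841 nuclei of the 10 mice, before any filter, are as many as Fig. 1m shows. All 10 mice were used, numbered within each group in the order of their names. A further 113 nuclei of a test well were left out.

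The study's filters (300 to 10000 genes, 500 to 100000 UMIs and under 1% mitochondrial reads per nucleus) left 52266 of the 82841 nuclei, and 30535 had fewer than 500 UMIs. NT sgRNA replicates 2 and 3 kept 51.5% and 26.2% of their nuclei, with medians of 950 and 695.5 UMIs per nucleus. The other 8 mice kept at least 99.3%, with medians of 6554 to 22562 UMIs. Transcripts that overlap rRNA made up 1.57% and 2.66% of the UMIs of NT sgRNA replicates 2 and 3 and 0.104% to 0.356% of those of the other 8 mice. The median number of UMIs per nucleus was 14962 ± 6414 (SD, n = 5 mice) in *Arc* sgRNA mice and 6016 ± 5565 (SD, n = 5) in NT sgRNA mice (exact permutation test, two-sided, p = 0.0476). Total UMIs ranged from 8025260 to 185183148 per *Arc* sgRNA mouse and from 2150982 to 40285990 per NT sgRNA mouse. For each comparison the counts were summed per mouse, so that the mouse is the replicate, and tested with edgeR's quasi-likelihood test after TMM normalization, whereas the study tested single cells.

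**Figure D1:**
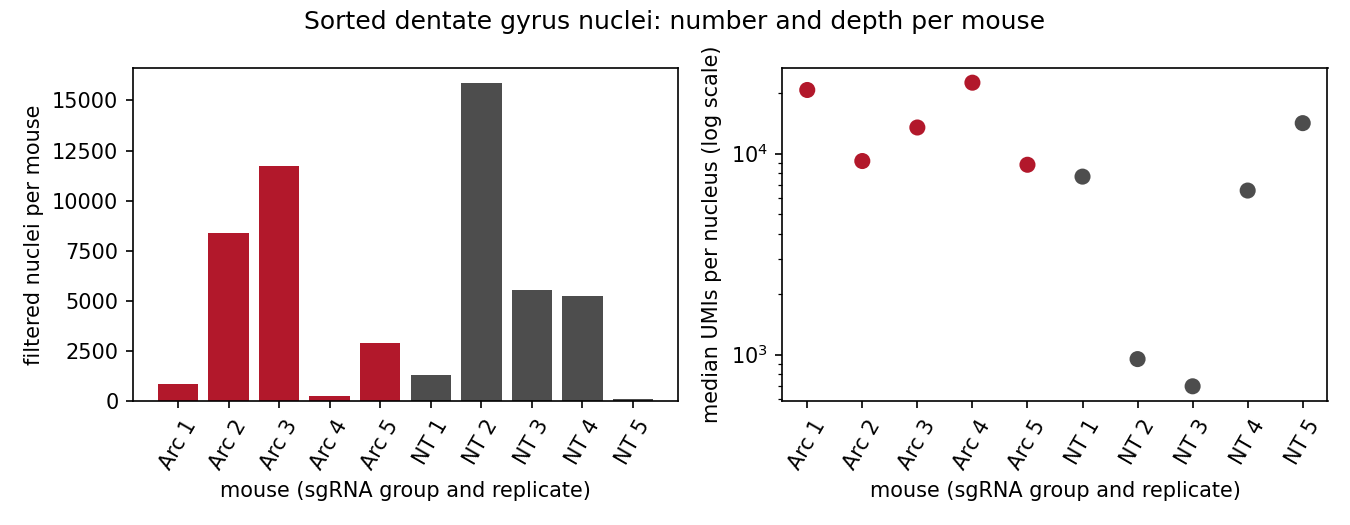
Nuclei past the study's filters (left, bars, y axis) and median UMIs per nucleus (right, points, log y axis) for each *Arc* sgRNA (red) and NT sgRNA (gray) mouse (x axis). NT sgRNA replicate 2 holds 15842 nuclei at a median of 950 UMIs, and *Arc* sgRNA replicate 4 holds 282 at a median of 22562.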

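Granule-like nuclei made up 84.7% ± 9.06 (SD, n = 5 mice) of the sorted nuclei in *Arc* sgRNA mice and 83.5% ± 4.47 (SD, n = 5) in NT sgRNA mice. CA-pyramidal-like nuclei made up 8.16% ± 7.79 and 8.21% ± 5.04, and inhibitory-like nuclei 2.75% ± 0.986 and 3.38% ± 0.975 (SD, n = 5 mice each). Mossy-like nuclei, from excitatory neurons of the hilus, were at 0.447% and 0.832%. Microglia-like nuclei were at 0.793% in *Arc* sgRNA mice and 0.402% in NT sgRNA mice, which had the smallest p of the 10 shares (exact permutation test, two-sided, p = 0.246; adjusted p = 0.952 over the 10 shares). Astrocyte-like, oligodendrocyte-like, OPC-like and Cajal-Retzius-like nuclei each made up 0.286% to 1.27% of either group. All are shares of sorted nuclei, and the largest adjusted p was 0.984.

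The 31 clusters were named from marker genes, and the names are marked as -like because no reference atlas was mapped. Several of the granule-like clusters (44166 nuclei) carried *Stxbp6*, *Trpc6* or *Calb1* among their top genes, astrocyte-like clusters (528) *Slc1a3* and *Gpc5*, oligodendrocyte-like clusters (314) *Mobp* and *Plp1*, microglia-like clusters (247) *Dock2* and *Inpp5d*, and OPC-like clusters (172) *Lhfpl3* and *Vcan*. A granule-like cluster of 139 nuclei was led by *Nr4a2*, *Fosb*, *Npas4* and *Fos*, immediate early genes switched on by neuronal activity, and another of 476 nuclei by *Nr4a3*, *Nrg1* and *Bdnf*. A further one of 216 nuclei was led by the interferon-response genes *Stat1*, *Ifit1* and *Rnf213*. In 3 more granule-like clusters *Fam163b* and *Gm42418*, which overlaps rRNA, ranked near the top, and 16380 of their 16697 nuclei came from NT sgRNA replicates 2 and 3.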

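dCas9 transcripts (at least 1 Cas9m4 UMI) were seen in 210 nuclei, 135 of *Arc* sgRNA and 75 of NT sgRNA mice, and were spread unevenly over the cell classes. They were in 59 of 1735 inhibitory-like nuclei (3.40%, exact 95% interval 2.60% to 4.36%), in 14 of 496 mossy-like nuclei (2.82%, 1.55% to 4.69%) and in 15 of 528 astrocyte-like nuclei (2.84%, 1.60% to 4.64%). Granule-like nuclei were positive in 112 of 44166 (0.254%, exact 95% interval 0.209% to 0.305%) and CA-pyramidal-like nuclei in 3 of 4237 (0.0708%). No dCas9 UMI was seen in 419 microglia-like and OPC-like nuclei, which allows a share of up to 0.716% by the limit that 3 counts set (0.877% by the two-sided exact 95% interval) at a median of 3208 UMIs, and oligodendrocyte-like nuclei were positive in 3 of 314 (0.955%, 0.197% to 2.77%). The median was 3786 UMIs in the inhibitory-like, mossy-like and astrocyte-like nuclei together. In each of the 7 mice with a dCas9-positive nucleus, the share in the 3 classes together was above that in granule-like nuclei of the same mouse, which is no test because the classes were chosen by their shares.

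Granule-like nuclei had a median of 6145 UMIs, against 4628 in inhibitory-like nuclei. With the nuclei of at least 1000 UMIs thinned to that number, and 11219 granule-like, 425 inhibitory-like, 137 mossy-like and 120 astrocyte-like nuclei left out as shallower, the shares were 1.37% of inhibitory-like, 0.735% of astrocyte-like and 0.0880% of granule-like nuclei. Mossy-like nuclei were then at 0.279% (exact 95% interval 0.00705% to 1.54%), which overlaps the interval of granule-like nuclei (0.0590% to 0.126%). Per mouse, dCas9-positive nuclei made up 0.344% ± 0.406 (SD, n = 5) in *Arc* sgRNA and 0.204% ± 0.140 (SD, n = 5) in NT sgRNA mice (exact permutation test, two-sided, p = 0.643). This difference changed direction after thinning (0.0575% and 0.113%, p = 0.421 by the same exact test) and without *Arc* sgRNA replicate 2 (0.182% and 0.204%). *Arc* sgRNA replicate 2 had 83 of the positive nuclei, and *Arc* sgRNA replicates 1 and 4 and NT sgRNA replicate 5 had none.

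**Figure D2:**
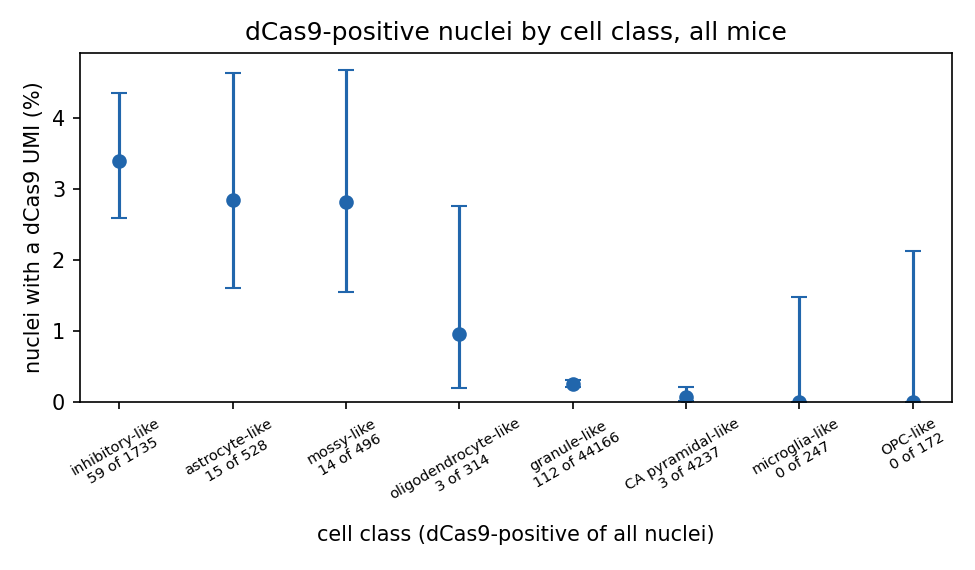
Share of nuclei with at least 1 dCas9 UMI (y axis, %) in each cell class (x axis), all mice together, with the share as a point and exact 95% binomial intervals as bars. Inhibitory-like, mossy-like and astrocyte-like nuclei sit between 2.82% and 3.40%, and granule-like nuclei at 0.254%.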

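In dCas9-positive excitatory-like nuclei, which are mostly granule-like, no gene passed the *Arc* sgRNA against NT sgRNA comparison. Ranked by p, *Gm42418*, *Cmss1* and *Cdk8* came first among the lower genes, and *Galnt13* and *Cadm2* were among the first of the higher genes. *Gm42418*, a noncoding transcript overlapping rRNA on chromosome 17 of GRCm38 (39846958 to 39848788), was at 718 ± 251 counts per 1e6 UMIs (CPM; SD, n = 3 mice) in *Arc* sgRNA and 8943 ± 7192 (SD, n = 3) in NT sgRNA mice. This is a log2 fold change of −3.58 (standard error 0.68, adjusted p = 0.144 from edgeR). *Cmss1* had a log2 fold change of −2.51 and *Cdk8* of −3.22 (adjusted p = 0.144 from edgeR for both), and the nuclear noncoding RNA *Malat1* of −1.13 (adjusted p = 0.208). *Gm26917* and *Lars2*, which also overlap rRNA, had log2 fold changes of −3.35 and −2.41. *Cadm2*, a synaptic cell adhesion gene, was at 10147 ± 1145 and 4860 ± 1699 CPM (log2 fold change 1.01, standard error 0.27, adjusted p = 0.263). *Galnt13*, *Rfx7* and *Epha3* had log2 fold changes of 1.49, 1.81 and 1.36.

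The test covered 1763 genes in 3 *Arc* sgRNA and 3 NT sgRNA mice with at least 3 such nuclei (79 and 50 nuclei in all, 1 of them from an NT sgRNA mouse below that number). Total UMIs were 67213 to 706739 per *Arc* sgRNA mouse and 8234 to 120330 per NT sgRNA mouse. At an unadjusted p under 0.05, 81 genes were higher and 82 lower, and DESeq2 called 0 higher and 2 lower (*Cmss1* and *Lars2*). In simulated data of this size, 35.5% of genes with a fold change of 2 and 97.9% of those with a fold change of 4 were recovered. The simulation gave each gene the average spread between mice of genes of similar expression, so genes that vary more are harder to detect. *Gm42418*, at a log2 fold change of −3.58, did not pass, so changes above 4-fold are not excluded. NT sgRNA replicates 2 and 3, with the high rRNA share, are 2 of the 3 NT sgRNA mice. The class mix differed too, as granule-like nuclei gave 68.9% of the UMIs in *Arc* sgRNA and 75.0% in NT sgRNA mice, mossy-like nuclei 31.1% and 13.1%, and CA-pyramidal-like nuclei 0% and 11.9%. In granule-like nuclei alone, a setting chosen after the data were seen, *Gm42418* (log2 fold change −2.84), *Cmss1* (−2.17), *Gm26917* (−2.18), *Cdk8* (−2.21), *Lars2* (−1.96) and *Malat1* (−0.86) were lower (adjusted p = 0.000236 to 0.0455 from edgeR) and 0 of 1370 genes higher, with 88 higher and 67 lower at an unadjusted p under 0.05.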

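In dCas9-positive excitatory-like nuclei, 6 of the 8 genes listed in Fig. 1o were higher in every *Arc* sgRNA than in every NT sgRNA mouse. These were *Kcnd2*, *Gabrb1*, *Rims2*, *Nptn*, *Gphn* and *Mdga2*. With 3 mice against 3, chance keeps the groups apart, in either direction, for 10% of genes. The study chose the 8 genes on these samples, so the 6 of 8 cannot be weighed against that share. *Kcnd2* encodes a voltage-gated potassium channel subunit and lies on chromosome 6 of GRCm38 from 21215503 to 21729805. It was at 6453 ± 730 CPM (SD, n = 3 mice) in *Arc* sgRNA and 3470 ± 746 (SD, n = 3) in NT sgRNA mice, a log2 fold change of 0.86 (standard error 0.25, adjusted p = 0.324 from edgeR). *Gabrb1*, a GABA receptor subunit, was at 1701 ± 198 and 952 ± 425 CPM (log2 fold change 0.67, adjusted p = 0.506). *Gphn*, the scaffold of inhibitory synapses, was at 832 ± 85.5 and 560 ± 137 CPM (0.45, adjusted p = 0.659). *Rims2* (0.77), *Nptn* (0.75), *Nrxn1* (0.70), *Mdga2* (0.66) and *Nlgn1* (0.62), genes of presynaptic release and synapse adhesion, had adjusted p of 0.489 to 0.617.

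None of the 8 genes passed over all genes, and 1 was higher when adjusted over the list alone. The median log2 fold change was 0.68 (camera with a preset correlation, adjusted p = 1.5e-06; adjusted p = 0.151 with an estimated correlation). The study chose these genes on these samples, so this is not independent evidence. In dCas9-negative granule-like nuclei the 8 genes had log2 fold changes of 0.12 (*Nptn*) to 0.45 (*Kcnd2*), with a median of 0.38 (adjusted p = 0.00310 by camera, adjusted p = 0.439 with an estimated correlation). Without NT sgRNA replicates 2 and 3, left out after the data were seen, the medians were 0.40 in dCas9-positive and 0.06 in dCas9-negative nuclei. The first rests on 1 NT sgRNA mouse and the second on 3, and the classes of nuclei differ. Their gap therefore does not show an effect tied to dCas9. *Rims2* had a UMI in 93.7% of *Arc* sgRNA and 34.0% of NT sgRNA dCas9-positive nuclei, and in 16.5% and 12.0% with every nucleus thinned to 500 UMIs. *Gabrb1* was in 100% and 66.0%, and in 40.5% and 32.0% after thinning. Wider gaps stayed after thinning for *Nrxn1* (70.9% and 40.0%), *Kcnd2* (82.3% and 58.0%), *Nlgn1* (86.1% and 66.0%) and *Nptn* (26.6% and 14.0%). All these shares pool the nuclei of a group and were not tested per mouse. NT sgRNA replicates 2 and 3 gave 26 and 10 of the 50 NT sgRNA nuclei, and *Arc* sgRNA replicate 2 gave 55 of the other 79. Thinning evens depth and not the RNA make-up of a mouse. In CPM per mouse, *Nrxn1* and *Nlgn1* overlapped between the groups.

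**Figure D3:**
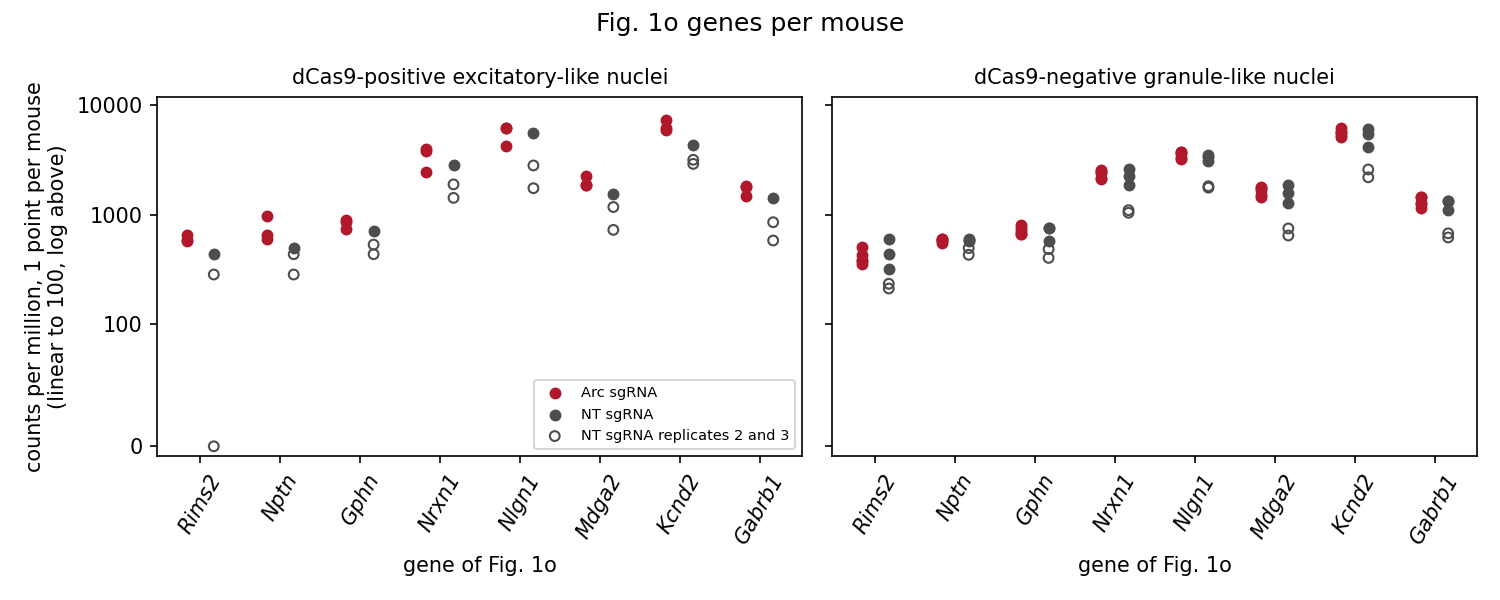
CPM of the 8 genes per mouse (y axis, linear to 100 and log above) in dCas9-positive excitatory-like nuclei (left) and dCas9-negative granule-like nuclei (right), with *Arc* sgRNA mice in red, NT sgRNA mice in gray and genes on the x axis. Open circles mark NT sgRNA replicates 2 and 3, *Rims2* is at 0 in one of them on the left, and *Kcnd2* has means of 6453 and 3470 CPM on the left.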

To trigger dCas9-KRAB-MeCP2 expression in engram cells activated by learning, cFos-tTA mice were taken off DOX 3 days before contextual fear conditioning (CFC), an associative memory task in which mice learn to pair a specific context with an unpleasant experience (that is, an electrical footshock). Immediately after CFC, mice were put on DOX again to prevent learning-unrelated TRE expression. Two days later, we measured the animals’ memory performance by re-exposing them to the conditioned context in the absence of footshock (Fig. 1a). We found that dCas9-KRAB-MeCP2 plus *Arc* sgRNA mice exhibited significantly less freezing (that is, the learnt association between footshock and context) than mice expressing NT sgRNA (Fig. 1b), indicating reduced memory formation. Normalizing the freezing rates during the recall phase to those during preconditioning (∆ freezing) confirmed that the reduction in memory expression was not due to alterations in baseline freezing behavior (Fig. 1c). Moreover, measurements of locomotion (distance traveled) and anxiety (time spent in the inner region of the behavioral apparatus) did not differ between the two groups (Extended Data Fig. 2a,b,g–i), excluding memory-unrelated effects of the dCas9-KRAB-MeCP2 manipulation.

At the molecular level, *Arc* expression in dCas9-KRAB-MeCP2-positive cells was reduced in the *Arc* sgRNA compared to the NT group, whereas the percentage of DG cells expressing both the dCas9-KRAB-MeCP2 and the sgRNA vector was similar between the two groups (Fig. 1d,e and Extended Data Fig. 2c). Epigenetically, dCas9-KRAB-MeCP2 binding to the *Arc* promoter decreased the occupancy of the transcription-associated chromatin mark H3K27ac, whereas the downregulation of *Arc* mRNA was paralleled by few off-target effects both in terms of sgRNA binding and ensuing expression changes (Fig. 1f–h and Extended Data Fig. 3a–g), as measured in N2A cells. 

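*Arc* transcripts were rare in the dCas9-positive excitatory-like nuclei, with a UMI in 2 of 79 nuclei of *Arc* sgRNA mice (2.53%) and 0 of 50 nuclei of NT sgRNA mice, which allows a share of up to 6.00%. A difference in *Arc* between the groups was not detectable at this depth, the more so as median UMIs were 10804 and 1459.5. Oligodendrocyte-like nuclei, as a background, had an *Arc* UMI in 2.23% at a median of 2854.5 UMIs, and microglia-like nuclei in 1 of 247 (0.405%) at a median of 2592 UMIs. In dCas9-negative excitatory-like nuclei, *Arc* was in 3.09% ± 2.41 (SD, n = 5 mice) and 0.661% ± 0.713 (SD, n = 5) of nuclei (exact permutation test, two-sided, p = 0.00794). After thinning to 1000 UMIs it was in 0.216% ± 0.126 and 0.132% ± 0.113 (p = 0.302 by the same exact test). The immediate early genes *Fos*, *Npas4* and *Egr1* had log2 fold changes of 0.19, 0.21 and 0.33 in dCas9-negative granule-like nuclei (adjusted p = 0.609 to 0.732 from edgeR).

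Of 41 genes of the inhibitory synapse, listed before the data were examined, 24 were tested in dCas9-positive excitatory-like nuclei, with a median log2 fold change of 0.40. None passed over all genes or when adjusted over the list alone (camera, adjusted p = 0.00683; adjusted p = 0.202 with an estimated correlation). The list holds the Fig. 1o genes *Kcnd2*, *Nptn*, *Mdga2*, *Rims2*, *Nrxn1*, *Nlgn1* and *Gabrb1*, which the study chose on these samples. Its result is therefore not independent evidence either. *Gabrb2* and *Gabra5*, GABA-A receptor subunits, had log2 fold changes of 0.69 and 0.80, and the GABA-B receptor gene *Gabbr2* one of −0.64 (adjusted p = 0.488 to 0.632 from edgeR). The 23 genes of the paper's top terms, which the study also chose on these samples and which are not independent evidence, had a median of 0.62 (camera, adjusted p = 4.4e-11; adjusted p = 0.151 with an estimated correlation), and 2 were higher when adjusted over the list alone. Genes of the excitatory postsynapse (38 tested), of presynaptic release (28) and of ion channels (29) had medians of 0.01, 0.15 and 0.24 (camera, adjusted p = 0.642, 0.525 and 0.213).

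Whether the *Arc* sgRNA effect differs between dCas9-positive and dCas9-negative nuclei of the same mice was tested over 10522 genes. *Man1a*, a Golgi mannosidase gene, was the 1 gene higher in this test (adjusted p = 0.00698 from edgeR) and 0 were lower, with 389 and 98 at an unadjusted p under 0.05, and DESeq2 called 0. Of the 100 *Man1a* UMIs in dCas9-positive nuclei, 99 came from 11 mossy-like nuclei of *Arc* sgRNA mice, and NT sgRNA mice had 3 such nuclei. Inhibitory synapse genes had a median difference of 0.34, against 0.24 for all genes (camera, adjusted p = 0.00146; adjusted p = 0.425 with an estimated correlation). This list shares genes with Fig. 1o, which the study chose on these samples.

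The paper takes the genes that differed between the groups in dCas9-positive excitatory neurons, with cells as the replicates, groups them by cellular compartment (Fig. 1o), and states that dCas9-KRAB-MeCP2 closed the *Arc* promoter, as measured by scATAC-seq, and brought about changes downstream in genes of inhibitory synapses and neurotransmission.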

In vivo, dCas9-KRAB-MeCP2 expression led to a closing of the *Arc* promoter as assessed by single-cell assay for transposase-accessible chromatin using sequencing (scATAC-seq) following fluorescence-activated nuclei sorting (FANS), and elicited downstream transcriptional changes of genes regulating inhibitory synaptic plasticity and neurotransmission (Fig. 1i–o).

Next, we tested whether an epigenetic activation of *Arc* would lead to the opposite behavioral effect. To this end, we stereotaxically injected an OFF DOX-inducible version of the epigenetic activator dCas9-VPR^4,19^ (TRE-dCas9-VPR), as well as lentiviruses containing *Arc* or NT sgRNAs into the DG of cFos-tTA mice (Fig. 2a). We used the same experimental timeline as before, except for employing a subthreshold CFC protocol^22^, which led to a modest memory formation in the NT control group (Fig. 2b). In contrast, we found that dCas9-VPR plus *Arc* sgRNA mice showed a robust increase in freezing at recall, indicating improved memory formation (Fig. 2b,c). No differences in locomotion or baseline behavior were observed between the two groups (Extended Data Fig. 2d,e,j–l).

**Fig. 2:**
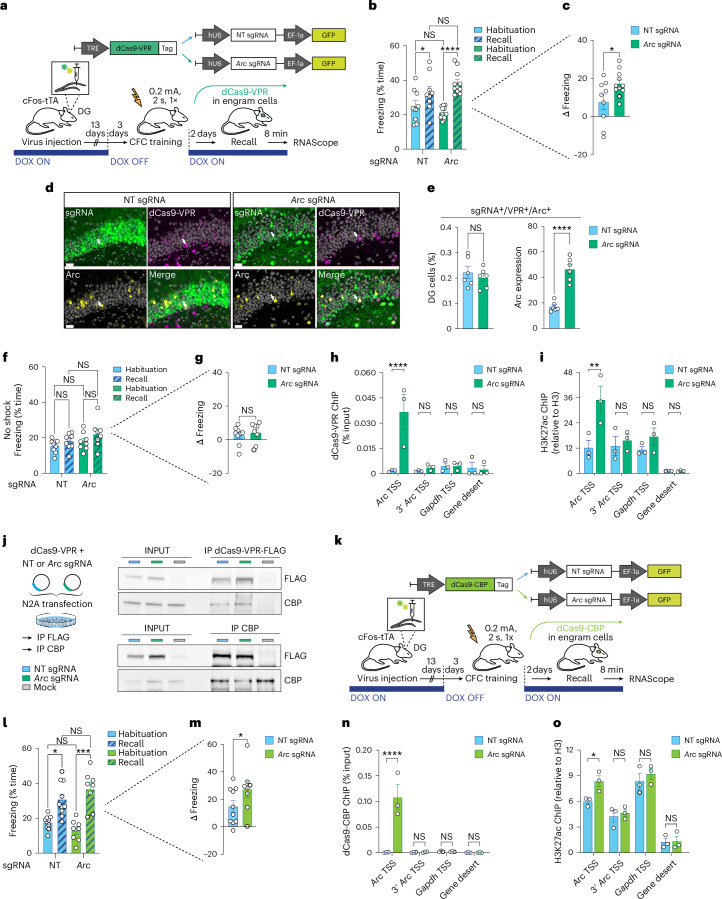
Epigenetically enhancing memory formation. **a**, Schematic (top) and experimental design (bottom) for dCas9-VPR-epigenetic editing of the *Arc* promoter in cFos-tTA mice. For abbreviations, see text. **b**,**c**, Compared to animals injected with NT sgRNA (*n* = 9), dCas9-VPR plus Arc sgRNA-injected animals (*n* = 11) showed improved memory recall. Data are means ± s.e.m. compared either by two-way ANOVA with Sidak’s and Fisher’s post hoc tests (**b**) or by a one-tailed, unpaired *t-*test (**c**). **d**, Representative confocal images showing mRNA expression levels of *Arc* (yellow) and dCas9-VPR (magenta) alongside with NT or *Arc* sgRNA (GFP, green) in the DG. Arrows indicate neurons positive for dCas9-VPR, sgRNA and *Arc*. Scale bars, 20 μm. **e**, Quantification of the number of DG cells triple-positive for dCas9-VPR^+^/sgRNA^+^/*Arc*^+^ and the level of *Arc* expression in the *Arc* sgRNA (*n* = 6) and NT sgRNA group (*n* = 6). Data are means ± s.e.m. compared by a two-tailed, unpaired *t*-test. **f**,**g**, As in **a**, except that no shock was administered during context exposure on the training day for mice injected with dCas9-VPR plus NT sgRNA (*n* = 9) or the *Arc* sgRNA (*n* = 8). Data are means ± s.e.m. compared either by two-way ANOVA with Sidak’s and Fisher’s post hoc test (**f**) or by a one-tailed, unpaired *t*-test (**g**). **h**,**i**, N2A cells were cotransfected with constructs for dCas9-VPR and *Arc* or NT sgRNA, and collected after 48 h. Displayed are ChIP–qPCR analyses showing occupancy of dCas9-VPR (**h**) and H3K27ac (**i**) at the TSS of *Arc*. For **h** and **i**, means ± s.e.m. of three independent experiments compared by two-way ANOVA with Sidak’s multiple comparisons test are plotted. **j**, As in **h**, except that cells were collected for co-IP analysis. Displayed are representative co-IP western blot images revealing that dCas9-VPR interacts with CBP, and vice versa. **k**, Schematic (top) and experimental design (bottom) for dCas9-CBP-based epigenetic editing of the *Arc* promoter in cFos-tTA mice. **l**,**m**, Compared to animals injected with NT sgRNA (n = 10), dCas9-CBP animals injected with *Arc* sgRNAs (*n* = 8) showed improved memory recall. Data are means ± s.e.m. compared either by two-way ANOVA with Sidak’s and Fisher’s post hoc tests (**l**), or by a one-tailed, unpaired *t*-test (**m**). **n**,**o**, As in **h** (**n**) and **i** (**o**), except that dCas9-CBP is expressed instead. For **n** and **o**, plotted are means ± s.e.m. of three independent experiments compared by two-way ANOVA with Sidak’s multiple comparisons test. For all panels: NS, not significant; *P < 0.05, **P < 0.01, ***P < 0.001 and ****P < 0.0001. See Supplementary Table 3 for summary statistics and *P* values. Source data

Molecular analyses revealed similar infection efficiency, but higher levels of *Arc* in engram cells positive for dCas9-VPR and *Arc* sgRNA compared to NT controls (Fig. 2d,e and Extended Data Fig. 2f). Notably, context exposure without conditioning also led to increased *Arc* mRNA expression in dCas9-VPR plus *Arc* sgRNA mice but did not alter freezing levels, testifying to the specificity of the dCas9-VPR-based memory enhancement to the fearful experience (Fig. 2f,g and Extended Data Fig. 4a–d). Epigenetically, we found that dCas9-VPR binding to the *Arc* promoter increased H3K27ac, H3K14ac and *Arc* mRNA with no off-target effects (Fig. 2h,i and Extended Data Fig. 3h–k), which was likely mediated by a direct interaction with the histone acetyltransferase CREB-binding protein (CBP) (Fig. 2j). Accordingly, the expression of dCas9-CBP in DG engram cells was able to fully recapitulate the behavioral, epigenetic and transcriptional effects of dCas9-VPR (Fig. 2k–o and Extended Data Fig. 5a–d). Together with the dCas9-KRAB-MeCP2 experiments, these findings suggest that the epigenetic makeup of a single locus within sparse DG engram cells is necessary and sufficient to regulate memory expression.

Subsequently, we asked whether the epigenetic editing effects on behavior are reversible within subject, which serves the purpose to examine their plasticity, a defining feature of any memory-related process. To this end, we employed the anti-CRISPR protein AcrIIA4^23^, which functions by occluding the PAM recognition domain of dCas9, hence negating dCas9 binding to the DNA (Fig. 3a), and rendered it inducible by coupling it to a DOX ON controllable TRE promoter (Fig. 3b). In vitro, AcrIIA4 induction reverted the dCas9-VPR-mediated increase of *Arc* within 3 days (Fig. 3c,d and Extended Data Fig. 6a,b).

**Fig. 3:**
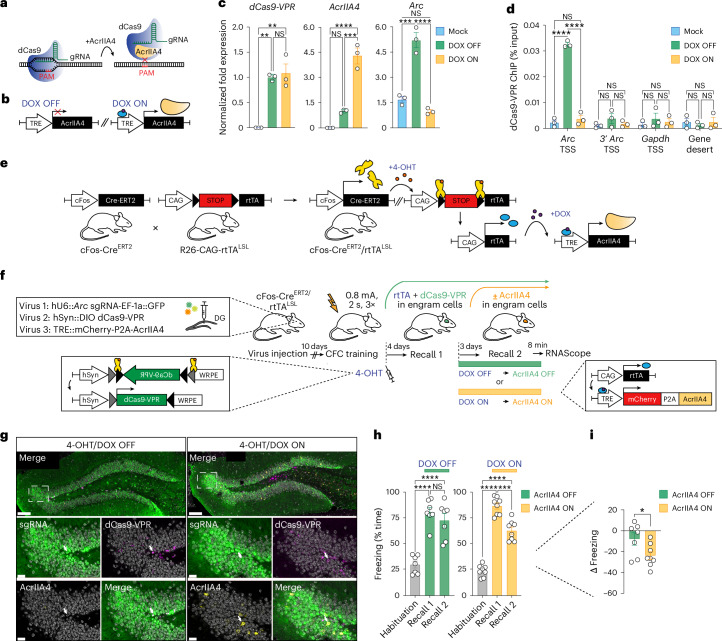
Within-subject reversible epigenetic memory editing. **a***,***b**, Schematic of the mechanism of action of the anti-CRISPR protein AcrIIA4 (**a**), which was rendered inducible by combining it with DOX ON activated TRE promoter (**b**). **c**, qPCR on N2A cells transfected with dCas9-VPR, *Arc* sgRNA and AcrIIA4 showing that AcrIIA4 induction abolishes the dCas9-VPR mediated increase in *Arc* mRNA. Data are means ± s.e.m. of three independent experiments compared by one-way ANOVA with Tukey’s post hoc test. **d**, ChIP–qPCR on N2A cells treated as in **c** showing occupancy of dCas9-VPR at the TSS of *Arc*. Plotted are means ± s.e.m. of three independent experiments compared by two-way ANOVA with Tukey’s multiple comparisons test. **e**, Breeding schematic of the new double transgenic mouse line cFos-Cre^ERT2^/rtTA^LSL^. **f**, Experimental timeline using the cFos-Cre^ERT2^/rtTA^LSL^ line to uncouple the expression of dCas9-VPR (4-OHT dependent) from the expression of AcrIIA4 (DOX ON-dependent). **g**, Representative confocal images showing the expression of dCas9-VPR mRNA (magenta) alongside with *Arc* sgRNA (GFP, green) and the mCherry mRNA reporter for AcrIIA4 (yellow) in the DG. Scale bars, 100 μm. Smaller panels show enlarged areas within the dotted squares. Scale bars, 20 μm. Arrows indicate neurons positive for either dCas9-VPR and *Arc* sgRNA (4-OHT/DOX OFF) or dCas9-VPR, *Arc* sgRNA and AcrIIA4 (4-OHT/DOX ON). **h**,**i**, Compared to animals expressing dCas9-VPR plus *Arc* sgRNA and kept off DOX (*n* = 7), animals put ON DOX after the first recall to induce AcrIIA4 (*n* = 8) showed impaired memory retention, expressed as freezing percentage (**h**) and as freezing differential between the second and first recall (Δ FreezingR = Recall 2 − Recall 1) (**i**). Data are means ± s.e.m. compared either by two-way ANOVA with Sidak’s post hoc test (**h**) or a one-tailed, unpaired *t*-test (**i**). For all panels: NS, not significant; *P < 0.05, **P < 0.01, ***P < 0.001 and ****P < 0.0001. See Supplementary Table 3 for summary statistics and *P* values.

To use this setup in vivo, we designed a double transgenic labeling system that allows for the sequential induction of dCas9-VPR and AcrII4 in the same engram cells. Specifically, we crossed cFos-Cre^ERT2^ mice^11^, in which tamoxifen-dependent Cre-recombinase expression is restricted to engram cells, with R26-CAG-rtTA^LSL^ mice^24^, which contain a loxP-flanked reverse tetracycline-controlled transactivator (rtTA) that binds the TRE promoter in a DOX-ON-dependent manner (Fig. 3e). In the resulting double transgenic cFos-Cre^ERT2^/R26-CAG-rtTA^LSL^ mice (hereafter referred to as cFos-Cre^ERT2^/rtTA^LSL^), we stereotaxically delivered a Cre-dependent version of dCas9-VPR (using a double inverted open reading frame (DIO)-dCas9-VPR), AcrIIA4 under the control of TRE, and the *Arc* sgRNA to their DG (Fig. 3f). Immediately after CFC, cFos-Cre^ERT2^/rtTA^LSL^ mice received an injection of 4-hydroxytamoxifen (4-OHT), which triggered the expression of both rtTA and dCas9-VPR in learning-activated neurons. Four days later, memory formation was measured with a first recall session as before. Thereafter, one group of mice received DOX, which induced AcrIIA4 expression, and the other group of mice did not receive DOX, thus AcrIIA4 was not expressed (Fig. 3g). Another 3 days later, all mice underwent a second recall test, by which their memory retention could be assessed.

For mice in which dCas9-VPR but not AcrIIA4 was induced (that is, the DOX OFF group), we found that freezing levels on the second recall did not differ significantly from those of the first recall (Fig. 3h). Since mice without dCas9-VPR induction normally show reduced freezing upon the second memory recall (Extended Data Fig. 7), this finding indicates that dCas9-VPR induction leads to improved memory retention, in line with dCas9-VPR facilitating memory formation (Fig. 2c). Conversely, for animals in which dCas9-VPR induction was followed by AcrIIA4 activation (the DOX ON group), we observed reduced freezing at the second recall (Fig. 3h,i), indicating that the improved memory retention upon dCas9-VPR was negated. Importantly, AcrIIA4 induction did not alter basal locomotion nor anxiety levels (Extended Data Fig. 6c,d). These reversibility experiments show that the observed behavioral effects are a direct consequence of the epigenetic regulation of *Arc*, which is thus plastic within the same animal.

Finally, we asked whether the epigenetic regulation of *Arc* could also have a mnemonic effect outside the initially labile phase of learning when newly encoded memories have become consolidated and are, by definition, less susceptible to change^25,26^. To this end, we deployed our double transgenic labeling system and stereotaxically delivered a TRE-dependent version of either dCas9-VPR or dCas9-KRAB-MeCP2 alongside the sgRNAs to the DG of cFos-Cre^ERT2^/rtTA^LSL^ mice. These mice were then trained on CFC, immediately after which they received an injection of 4-OHT and thus started to express rtTA in DG engram cells. At 4 days after CFC, that is, beyond the initially labile period after memory formation^27–29^, mice were put on DOX, which switched on the expression of the dCas9 components (Fig. 4a,d,f,i). Finally, another 3 days later, mice were tested for their memory retention. We found that dCas9-VPR plus *Arc* sgRNA mice displayed increased memory retention, which was accompanied by increased *Arc* expression in DG engram cells (Fig. 4b–e). Conversely, dCas9-KRAB-MeCP2 plus *Arc* sgRNA mice froze significantly less than the NT group, which was paralleled by reduced *Arc* mRNA levels (Fig. 4g–j). For both experiments, percentages of infected cells, locomotion and anxiety measurements did not differ between the *Arc* and NT sgRNA groups (Fig. 4e,j and Extended Data Fig. 8a–d). These findings indicate that the epigenetic editing of *Arc* within DG engram cells can bidirectionally alter memory expression even for fully consolidated memories.

**Fig. 4:**
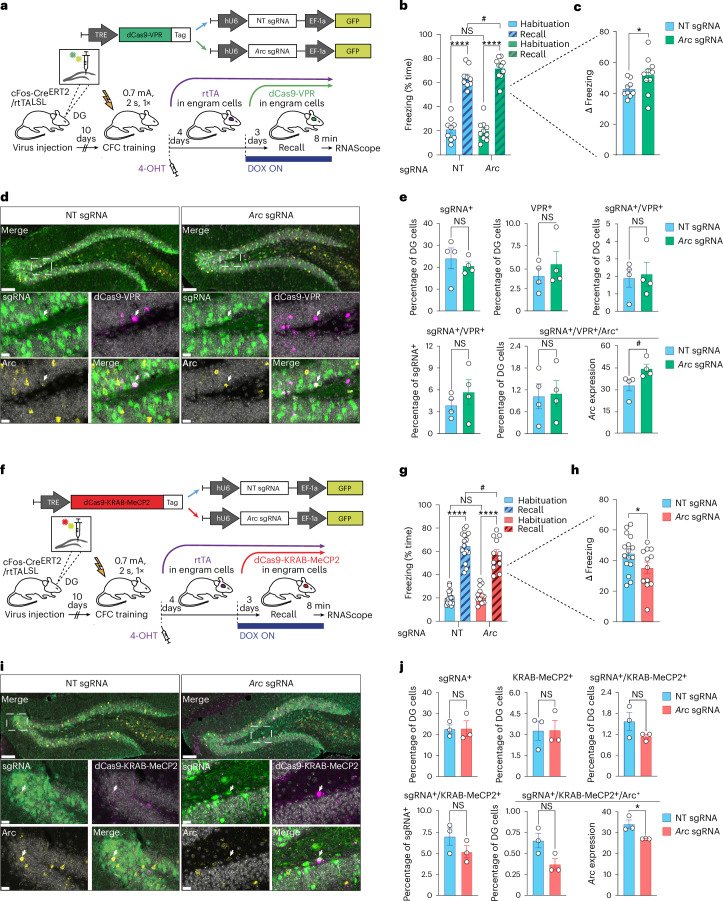
Epigenetic editing beyond memory malleability. **a**, Schematic (top) and experimental design (bottom) for inducible expression of the dCas9-VPR system in cFos-Cre^ERT2^/rtTA^LSL^ mice. For abbreviations, see text. **b**,**c**, Compared to animals injected with dCas9-VPR plus NT sgRNA (*n* = 9), animals injected with dCas9-VPR plus *Arc* sgRNA (*n* = 10) showed improved memory recall. Data are means ± s.e.m. compared either by two-way ANOVA with Sidak’s and Fisher’s post hoc tests (**b**) or by a one-tailed, unpaired *t*-test (**c**). **d**, Confocal images showing expression levels of *Arc* mRNA (yellow) and dCas9-VPR mRNA (magenta) alongside with NT or *Arc* sgRNA (GFP, green) in the DG. Scale bars, 100 μm. Smaller panels show enlarged areas within the dotted squares. Scale bars, 20 μm. Arrows indicate neurons positive for dCas9-VPR, sgRNA and *Arc*. **e**, Quantification of **d**, showing increased *Arc* expression in triple-positive neurons from the *Arc* sgRNA group compared to the NT sgRNA group (*n* = 4 each). Data are means ± s.e.m. compared by a two-tailed, unpaired *t*-test. **f**, As in **a**, except that dCas9-KRAB-MeCP2 is expressed instead. **g**,**h**, Compared to animals injected with dCas9-KRAB-MeCP2 plus NT sgRNA (*n* = 16), animals injected with dCas9-KRAB-MeCP2 plus *Arc* sgRNA (*n* = 12) showed impaired memory recall. Data are means ± s.e.m. compared either by two-way ANOVA with Sidak’s and Fisher’s post hoc tests (**g**) or by a one-tailed, unpaired *t*-test (**h**). **i**, As in D, except that dCas9-KRAB-MeCP2 is expressed instead. **j**, Quantification of **i**, showing impaired *Arc* expression in triple-positive neurons from the *Arc* sgRNA group compared to the NT sgRNA group (*n* = 3 each). Data are means ± SEM compared by a two-tailed, unpaired *t*-test. For all panels: NS, not significant; ^#^*P* ≤0.065, *P < 0.05 and ****P < 0.0001). See Supplementary Table 3 for summary statistics and *P* values.

## Discussion

Taken together, by engineering a spatiotemporally inducible CRISPR-based epigenetic editing system in engram cells, we found that the epigenetic makeup of a single locus is necessary and sufficient to regulate memory expression in reversible manner. From a neurobiological perspective, these experiments provide the hitherto finest-grained evidence of how epigenetic dynamics impact memory capacities: not only do epigenetic mechanisms accompany, but causally regulate memory formation. These findings mechanistically expand previous observational studies on how transcriptional^30^ and chromatin^18^ landscapes unfold over the timecourse of a memory, and reach beyond the interventional approaches that targeted the epigenetic machinery either pharmacologically or genetically^14,22,31,32^. With the caveat that we epigenetically interrogated only one genomic site in one brain region, in one memory task and only in male animals, these findings reveal chromatin alterations as functionally relevant mnemonics to regulate the behavioral expression of learnt information.

From a methodological perspective, this study illustrates how epigenetic editing tools, including the anti-CRISPR protein AcrIIA4, can be directed to designated cell populations in the adult mouse brain. Given its modular setup, similar experimental approaches may in future studies prove useful to better understand other phenotypes from the perspective of cell-type-specific and locus-resolved epigenetic regulation: within the field of memory research for disorders characterized by aberrant memory processing such as in traumatic memories or neurodegeneration; beyond the field of memory research, where epigenetic mnemonics have been proposed for drug-related memories^33^ as well as for stress-associated behaviors following childhood trauma^34^; and also outside the field of neuroscience, where cellular memories established during development^35^ following inflammation^36^ or after immune activation^37^ are known to be epigenetically encoded. Ultimately, such tools will therefore allow us to fully apprehend to what extent these epigenetic forms of cellular memory have been assimilated by the nervous system to store and express learnt information.

## Methods

All animals and procedures used in this study were approved by the Veterinary Office of the Federal Council of Switzerland under the animal experimentation license VD2808.2.

### sgRNA design and cloning

To design guide sequences for the CRISPR–dCas9 systems a total of 439 bp spanning the promoter of the mouse gene *Arc* were used as input for the CRISPROR program^38^. 

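The mouse *Arc* gene lies on the minus strand of chromosome 15 of GRCm38 from 74669083 to 74672570, and its annotated transcript ENSMUST00000023268 starts at 74672568. Of the 5 *Arc* sgRNA sequences of Supplementary Table 2, guides 4 and 5 match this transcript in full, and both lie in the untranslated part of exon 1. Guide 4 (TCGGTGCTGCGGCTCCGAAC) matches positions 74672380 to 74672399 on the plus strand, next to the PAM AGG, and its first base along the transcript is base 170. The sequence around it on the transcript strand is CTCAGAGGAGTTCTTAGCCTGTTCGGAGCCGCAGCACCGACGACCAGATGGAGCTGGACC. Guide 5 (CCGGAGGAGCTTAGCGAGTG) matches 74672478 to 74672497 on the plus strand, next to the PAM TGG, and its first base along the transcript is base 72, within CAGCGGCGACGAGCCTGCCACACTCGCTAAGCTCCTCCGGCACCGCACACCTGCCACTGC. The first 3 sequences (GGAGCCTGGGCGCCGCCAAT, AGCGAGTAGGCGCGGAAGGC and GCTGCGCGCCTCCCACCGGG) and the NT sequence (TGCGAATACGCCCACGCGAT) have no match in the *Arc* transcripts. The search covered transcript sequences, so sites upstream of the transcript start were not searched. The numbers follow Supplementary Table 2, whereas Fig. 1f numbers the sgRNAs by position.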

Five sgRNAs were selected and DNA oligonucleotides corresponding to the sgRNA sequences (Supplementary Table 2) were cloned individually into pLenti SpBsmBI sgRNA Hygro (Addgene 62205) containing an U6-driven sgRNA scaffold. Afterwards, the individual sgRNAs were multiplexed using NEBridge Golden Gate Assembly kit (NEB) with custom designed primers and cloned into the lentiviral pLVX-EF1a-GFP backbone. The sgRNA sequence against the bacterial *LacZ* gene was used as an NT control sgRNA as previously described^39^. The plasmids for dCas9-VPR and dCas9-KRAB-MeCP2 were generated by subcloning the lenti-EF1a-dCas9-VPR-Puro (Addgene 99373) and the lenti-SYN-dCas9-KRAB-MeCP2 (gift from J. Day) into the lentiviral pLVX backbone under control of either the CMV promoter (in vitro experiments in N2A cells) or the TRE (in vivo experiments). The dCas9-CBP constructs were obtained by replacing the VPR part with the CBP catalytic domain we previously characterized^40^. For the AcrIIA4 experiments, the pLVX-DIO-hSyn-dCas9-VPR plasmid was generated by subcloning the dCas9-VPR sequence into the pLVX-DIO-hSyn backbone; the pLVX-hU6-Arc sgRNAs-EF1a-GFP-TRE-mCherry-P2A-AcrII4A (in vitro experiments) and the pLVX-TRE-mCherry-P2A-AcrII4A (in vivo experiments) were generated starting from pHR-Ef1a-mCherry-P2A-AcrIIA4 (Addgene 125148); the pSIN-hPGK-rtTA plasmid was a gift from D. Trono. For a full list of the plasmids used, see Supplementary Table 2.

### Lentivirus production

Lentiviral vectors were produced as described previously^41^. HEK-293T cells (ATCC) were transfected using calcium phosphate with a second-generation packaging system composed of the pMD2G and psPAX2 vectors alongside the different pLVX vectors used in this study. After 4 days, medium was collected and centrifuged in an ultracentrifuge at 45,000*g* for 90 min at 4 °C. The pellet was resuspended in 0.5% bovine serum albumin (BSA)-PBS and viral titer determined using the HIV-1 p24 antigen ELISA kit (Zeptometrix Corp.). Injections were performed with 500 ng of each virus, which corresponded to a volume between 200 nl and 500 nl depending on the individual titer.

### Cell culture and transfection

N2A cells (ATCC), were cultured in Dulbecco’s Modified Eagle Medium GlutaMAX (Gibco) supplemented with a 1% penicillin-streptomycin solution (Gibco) and 10% fetal bovine serum (Gibco). Cells were transfected with the appropriate plasmids using Lipofectamine 2000 (Invitrogen) according to manufacturer’s instructions. To induce the expression of the AcrIIA4 construct, cells were treated with 1 μg ml^−1^ DOX.

### Immunocytochemistry

N2A cells were cultured on coverslips coated with poly-D-lysine (Corning) and transfected as described above. After 48 h, cells were fixed for 12 min at room temperature in a 4% paraformaldehyde (PFA), 4% sucrose PBS-based solution. Next, samples were incubated overnight at 4 °C with the primary antibody in a 0.3% Triton, 3% BSA, 10% serum PBS-based solution. The following day, cells were washed with PBS and incubated with the secondary antibody for 1 h at room temperature. Finally, coverslips were mounted on a slide with Vectashield–4′,6-diamidino-2-phenylindole (DAPI) and imaged with an Olympus Slide Scanner (Olympus VS120) at ×10 magnification. Antibodies used are listed in Supplementary Table 2.

### Immunoprecipitation assay

N2A cells treated as described above were resuspended in immunoprecipitation buffer (20 mM Tris-HCl (pH 7.5), 100 mM NaCl, 1 mM NaCl, 1 mM EDTA, 0.1% Triton X-100), shortly sonicated (five cycles 3 s on–off, Bandelin Sonopuls sonicator) and centrifuged for 10 min at 16,000*g* at 4 °C. Following a 1:3 dilution in 10 mM Tris-HCl (pH 7.5), 150 mM NaCl and 0.5 mM EDTA, lysates were incubated at 4 °C with either Flag or CBP antibody for 2 h, and then with G Dynabeads overnight. The day after, G Dynabeads were washed three times with dilution buffer and eluted in Laemmli buffer. For western blots, protein lysates were resolved in 7.5% SDS–polyacrylamide gels and transferred to nitrocellulose membranes. Proteins were visualized with horseradish peroxidase-conjugated secondary antibodies and ECL detection reagents (Amersham). Antibodies used are listed in Supplementary Table 2.

### RNA extraction and quantitative PCR

Total RNA was extracted using Trizol (Thermo Fisher Scientific), and cDNA synthesized using the SuperScript III First-Strand Synthesis kit (Invitrogen) according to the manufacturer’s instructions. All quantitative PCRs (qPCRs) were performed with the FAST SYBR Green Master Mix (Applied Biosystems). Each biological sample was loaded in technical triplicates and fluorescence acquisition carried out on a StepOnePlus Real-Time PCR System (Applied Biosystems). Calculations were performed using the ΔΔCt method and levels of Gapdh mRNA and Actin mRNA as reference genes. Primer sequences are listed in Supplementary Table 2.

### Chromatin immunoprecipitation

Samples for chromatin immunoprecipitation (ChIP)–qPCR were obtained as described previously with minor adaptations^42^. N2A cells were crosslinked using 1% formaldehyde for 10 min at room temperature, followed by lysis in 5 mM HEPES (pH 8), 85 mM KCl, 0.5% NP-40. After centrifugation, nuclei were washed in 5 mM HEPES (pH 8), 85 mM KCl and then sonicated in 1 ml of 50 mM Tris-HCl (pH 8), 10 mM EDTA, 1% SDS (Covaris LE220 sonicator). The resulting chromatin was precleared with A or G Dynabeads (Invitrogen) and incubated overnight with antibodies in immunoprecipitation (IP) buffer (50 mM HEPES (pH 7.5), 1% Triton X-100, 150 mM NaCl). Next, A or G Dynabeads were added for 6 h, followed by eight washes: the first three in IP buffer plus 0.1% sodium deoxycholate, 0.1% SDS and 1 mM EDTA; the second three in the same buffer but with 500 mM NaCl; then one wash in 10 mM Tris-HCl pH 8, 250 mM LiCl, 1 mM EDTA, 1% NP-40 and 0.5% sodium deoxycholate; and a final wash in 10 mM Tris-HCl pH 8, 1 mM EDTA. Chromatin was then eluted in 1% SDS, 0.1 M NaHCO_3_ and incubated at 65 °C overnight for decrosslinking plus Proteinase K digestion, before clean up using the QiaQuick PCR purification kit (Qiagen). qPCR was carried out as for gene expression analysis. Values for each IP sample were normalized relative to corresponding input chromatin for the same treatment. Primer sequences and antibodies are listed in Supplementary Table 2.

### ChIP–seq library preparation and analysis

Libraries from samples prepared as described above were generated using the NEBNext Ultra II DNA Library Preparation Kit (NEB) according to manufacturer’s instructions. Samples were multiplexed and 75-bp paired-end reads generated on a Nextseq500 (Illumina). After reads were trimmed for NEBNext Ultra II DNA (TruSeq) adapters, the FastQ files were demultiplexed using bclconvert (v.3.9.3, Illumina) and aligned to the mm10 genome using bowtie2 (v.2.4.5) in paired-end mode using default parameters. The R library Csaw (v.1.30.1) was used for peak calling, with peaks being considered nonsignificant for regions that had less than a threefold enrichment compared to their 2-kb neighborhood, and reads were normalized using the locally estimated scatterplot smoothing (loess) algorithm. Peaks were assigned to the nearest promoter with the distanceToNearest function from GenomicRanges, and a differential enrichment analysis performed using EdgeR (v.3.38.4). The threshold for significance was set at log fold change (FC) > 2 and *P* value < 0.05. When assigning peaks to genomic features promoter regions were defined as 2 kb upstream and 200 bp downstream of the gene transcription start site (TSS). ChIP–seq data were visualized using the Integrative Genomics Viewer (v.2.16.0). See Supplementary Table 1 for results summary.

### Animals

cFos-tTA mice were bred inhouse from the original Jackson Laboratory (JAX strain 018306) on a C57Bl/6JR background. Animals were group-housed in a 12-h light/dark cycle with water and food available ad libitum. DOX (0.2 mg ml^−1^) was given orally through the water supply beginning at least 7 days before the start of the experiment, and only ceased 3 days before the session where the tagging window was desired. DOX was provided back to the animals as soon as the tagging window was no longer needed. Double transgenic cFos-Cre^ERT2^/R26-CAG-rtTA^LSL^ animals were generated inhouse by crossing the original JAX strains 030323 and 029617. cFos-Cre^ERT2^/R26-CAG-rtTA^LSL^ mice were injected with tamoxifen (4-OHT, Sigma-Aldrich, 50 mg kg^−1^) immediately after fear conditioning. Powdered tamoxifen was dissolved in ethanol 100% at a concentration of 20 mg ml^−1^ and stored at −20 °C. On the day of the experiment, tamoxifen was redissolved by shaking at 37 °C, then two volumes of corn oil were added and ethanol was evaporated shaking at 37 °C for a final concentration at 10 mg ml^−1^. Tamoxifen was kept at 37 °C until injection. Mice were between 8 weeks and 13 weeks old at the start of the experiments, and all were male. All behavioral procedures were performed between 1 pm and 5 pm local time and animals were assigned randomly to experimental groups.

### Behavioral procedures

CFC experiments were performed using a TSE Multi Conditioning System. CFC encoding consisted of a first 3-min exploration phase, followed by 2-s long foot shocks spaced by 28 s. The number of repetitions of the pause-shock stage as well as the electrical current varied depending on the experiment (as illustrated in figures). After the last shock, the animal was left in the chamber for an additional 15 s and brought back to its home cage. The recall phase consisted of a 3-min exposure to the same context, without any shock. The time after encoding at which recall took place varied depending on the experiment. The movement of the animals was measured automatically using an infrared beam cut detection system (TSE Systems) and freezing calculated as the absence of movement for more than 500 ms. Open field experiments consisted of a 15-min long session during which the animals were left exploring an open arena (72 × 72 cm). Sessions were analyzed using Ethovision System (Noldus).

### Virus injections

Surgeries were performed as described with minor adaptations^43^. Before surgery, mice were injected intraperitoneally with an anesthetic mix of fentanyl (0.05 mg kg^−1^), midazolam (5 mg kg^−1^), and metedomidin (0.5 mg kg^−1^), followed by a subcutaneous injection of an analgesic mix (lidocaine 6 mg kg^−1^ and bupivacaine 2.5 mg kg^−1^) at the surgery site. Animals were then placed on a stereotaxic micromanipulator frame (Kopf Instruments), skin disinfected with betadine and opened with a scalpel. To target the DG, holes were drilled in the skull with a 30-gauge drill bit at ±1.3 mm medio-lateral, −2.0 mm anterior–posterior. A virus-loaded micropipette (BLAUBRAND, intraMARK, tip diameter 10–20 µm) was lowered to −2.0 mm and 500 ng of viral particles were injected bilaterally at a rate of 0.2 µl min^−1^. After 5 min, the micropipette was raised 20 µm from the target for 1 min to prevent backflow and allow diffusion, then removed at 10 µm s^−1^. After the injections, the skin was sutured and atipamezol (2.5 mg kg^−1^) administered intraperitoneally for anesthesia reversal. Postsurgery, mice were moved to a clean cage on a heated pad until regaining mobility, then returned to their home cage with paracetamol provided in the drinking water for 1 week (500 mg per 250 ml). Surgery efficiency was verified by visualizing the GFP signal and misinjected brains were excluded from further analyses.

### Nuclei preparation for scATAC-seq and single-cell RNA sequencing

Mice were euthanized 8 min after the recall session and the DG microdissected, flash-frozen and stored at −80 °C. Nuclei were extracted as described previously with minor adaptations^44^. To obtain a sufficient number of nuclei for scATAC-seq, the DGs from three animals were pulled for each condition. For single-cell RNA sequencing (scRNA-seq) each mouse was instead processed individually. All steps were performed at 4 °C. Brain tissue was first homogenized in homogenization buffer (250 mM sucrose, 25 mM KCl, 5 mM MgCl_2_, 10 mM Tris-HCl, pH 7.4, 1 mM dithiothreitol, 1× protease inhibitor, 1 U μl^−1^ RiboLock RNase inhibitor, 0.1% NP-40, in H_2_O), filtered through a 40-μm cell strainer and washed with nuclei isolation medium (without NP-40). Samples were centrifuged for 8 min at 1,000*g*, and nuclei resuspended in PBS/BSA storage solution (PBS 1×, 5 mM MgCl_2_, 0.5% BSA, 1 mM dithiothreitol in H_2_O) followed by filtering through 35-μm strainers. FANS was performed with a Sony SH800 sorter using a 100-μm nozzle and nuclei sorted on the basis of the GFP signal. For scATAC-seq, sorted nuclei were incubated for 2 min in permeabilization buffer (nuclei isolation medium plus 0.01% Tween, 0.001% Digitonin, 0.01% NP-40, 0.5% BSA), then washed in nuclei isolation buffer plus 0.5% BSA, resuspended in diluted nuclei buffer (Chromium nuclei isolation kit, 10x Genomics) and finally processed for GEMs generation using Chromium X and the ATAC NextGEM v.2 kit (10x Genomics). For scRNA-seq, sorted nuclei were fixed using the Evercode Low Input Fixation kit (Parse Biosciences) according to the manufacturer’s instructions and stored at −80 °C until libraries preparation.

### scATAC-seq and scRNA-seq library preparation and analyses

The individual scATAC-seq libraries matching each condition (*Arc* or NT sgRNA) were pooled and 65-bp paired-end reads were generated on an Aviti platform (Element Biosciences), with a mean depth of ~200,000 reads per cell. Raw files were aligned and features were counted using default parameters for Cellranger-atac count^45^. The R tools Signac^46^ and Seurat^47^ with default parameters were used for downstream processing. Cells were maintained if they had between 300 and 75,000 unique molecular identifier (UMI) counts and genes were kept if they had greater than 30 reads, a TSS enrichment of more than two and a nuclear signal less than four. Cell types were defined by using the values calculated in the gene activity matrix with MapMyCells^48^. Cas9-positive cells were defined by performing a targeted PCR on each library, sequencing and then searching sequences matching the 3’ end of the Cas9 gene and extracting the cell barcode. Cells were considered Cas9 positive if the barcode has at least one Cas9 sequence hit in the PCR analysis or the initial library sequencing run. For the dCas9-positive cells across experimental conditions the normalized reads count at the TSS location of genes of interest were extracted and plotted as violin plots. For scRNA-seq, individual libraries from four *Arc* sgRNA and five NT sgRNA mice were prepared using the Evercode WT v.3 kit (Parse Biosciences) before being combined into eight sublibraries according to the manufacturer’s instructions. Sublibraries were sequenced on an Aviti platform (Element Biosciences) with a reads configuration of 150-bp paired-end and at depth of ~100 million reads per sample. Next, raw files were aligned with Parse Biosciences Trailmaker (v.1.4.1) to a modified version of the mouse genome (mm10) that includes GFP and Cas9m4 sequences. Seurat^47^ was used to filter for cells that had between 300 and 10,000 expressed genes, between 500 and 100,000 UMI counts and fewer than 1% mitochondrial reads. Note, only genes that were present in at least 20 cells were considered for further analysis. Each library was then separately normalized using SCTransform^49^ on the top 3,000 features before all libraries were integrated together. MapMyCells^48^ was used to identify cell types and Cas9-positive cells were defined as being any cells with at least 1 UMI count in the Cas9 sequence region. Finally, the Seurat^47^ command FindMarkers() was used to define differentially expressed genes between cells coming from *Arc* and NT samples in each cell type, with a *P* value ≤ 0.01 as cut-off. A summary of the scATAC-seq and scRNA-seq results is provided in Supplementary Table 1.

### Histology and RNAscope

Eight minutes after the last behavioral test, animals were anesthetized with pentobarbital (150 mg kg^−1^) and perfused transcardially with first PBS and then 4% PFA in PBS. Brains were extracted, postfixed overnight in 4% PFA, transferred in a cryoprotectant solution (30% sucrose in PBS) for at least 48 h, and frozen at −80 °C. Sections of 20 μm were cut using a cryostat, and stored at −20 °C in an antifreeze solution (30% ethylene glycol, 15% sucrose, 0.02% azide in PBS). RNAscope followed by immunohistochemistry was performed using the RNAscope Multiplex Fluorescent v.2 kit (ACD Bio) according to the manufacturer’s instructions. Probes of interest (Supplementary Table 2) were hybridized for 2 h at 40 °C and the signal was amplified through AMP1, AMP2 and AMP3 probes before being developed using the appropriate horseradish peroxidase signal. Finally, the presence of GFP was revealed using a standard immunohistochemistry protocol. Slices were blocked 30 min in 1% BSA-PBS and incubated overnight at 4 °C with the anti-GFP primary antibody (Supplementary Table 2) in 1% BSA-PBS. The next day, the secondary antibody (Supplementary Table 2) was applied for 1 h at room temperature and nuclei were stained with Hoechst dye. The immunohistochemistry experiment of Extended Data Fig. 1 was performed as described previously^43^ using the primary and secondary antibodies listed in Supplementary Table 2.

### Confocal images acquisition and analysis

An Upright Leica DM6 CS laser scanning confocal microscope was used to acquire images of the DG for each brain slice. All slides were acquired at ×63 magnification with a resolution of 512 × 512, speed of 400 Hz, airy unit between 0.3 and 0.4 a.u. and line averaging of three. Channels were acquired from the longest wavelength to the shortest wavelength and acquired one at a time to avoid leakage between the channels with spectrum overlaps assessed with BD spectrum viewer (BD Biosciences). A tilescan of the acquired area was then stitched within the Leica LAS-X software. Images were analyzed using QuPath (v.0.2.3 to v.0.4.3)^50^. For each confocal image of a single DG, detected nuclei were first classified as part of the DG granular cell layer or not using a machine-learning based algorithm developed inhouse starting from the StarDist library. Next, nuclei were defined as positive for each given channel if their mean signal was higher than a manually preset threshold of detection. Finally, measurements from all detected nuclei were exported and analyzed using Phyton scripts. To compute *Arc* expression levels for the triple-positive nuclei (sgRNA^+^, *dCas9*^+^, *Arc*^+^), the mean intensity value corresponding to the *Arc* probe signal for each nucleus in a given DG was extracted and averaged to obtain a single value per acquired image. Overall, a total of four images was analyzed for each mouse, and three to four mice per group were compared in each experiment.

### Statistics and reproducibility

Statistical analysis was performed in Prism 9 (GraphPad) and all data are displayed as mean ± s.e.m. For in vivo experiments, no statistical methods were used to predetermine sample sizes, but the number of animals used in each experiment is similar to those reported in previously published engram studies. Data distribution was assumed to be normal, although this was not formally tested. Animals were assigned randomly to experimental groups and age matched. For in vitro experiments, at least three independent experiments were performed for statistical analysis unless otherwise specified in the figure legends. The statistical test used and the definition of *n* are described in the figure legends. Statistical analysis details for each figure are reported in Supplementary Table 3.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41588-025-02368-y.

## Supplementary information

Reporting Summary

Supplementary Table 1 Analysis results for the dCas9-KRAB-MeCP2 ChIP–seq, scATAC-seq and scRNA-seq experiments.

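The single-cell expression part of this table lists genes compared between *Arc* sgRNA and NT sgRNA nuclei with Seurat's FindMarkers, which takes each cell as a replicate. Its fold changes are on the log2 scale and positive where the *Arc* sgRNA group is higher, and its percentages give the share of nuclei with at least 1 UMI of the gene in each group. Such percentages move with the number of UMIs per nucleus. The paper's table lists 13764 lines, of which 1998 could be read here, so that its calls were compared gene by gene for named genes and no overlap of whole lists was counted. Among those named genes, *Lsamp* had a log2 fold change of 0.68 (standard error 0.30, adjusted p = 0.506 from edgeR) in the comparison per mouse.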

Supplementary Table 2 List of materials, reagents and software used in this study.

Supplementary Table 3 Statistics summary for all experiments in this study.

## Source data

Source Data Fig. 2 Unprocessed western blots for Fig. 2j.

## Figures and Tables

**Extended Data Fig. 1:**
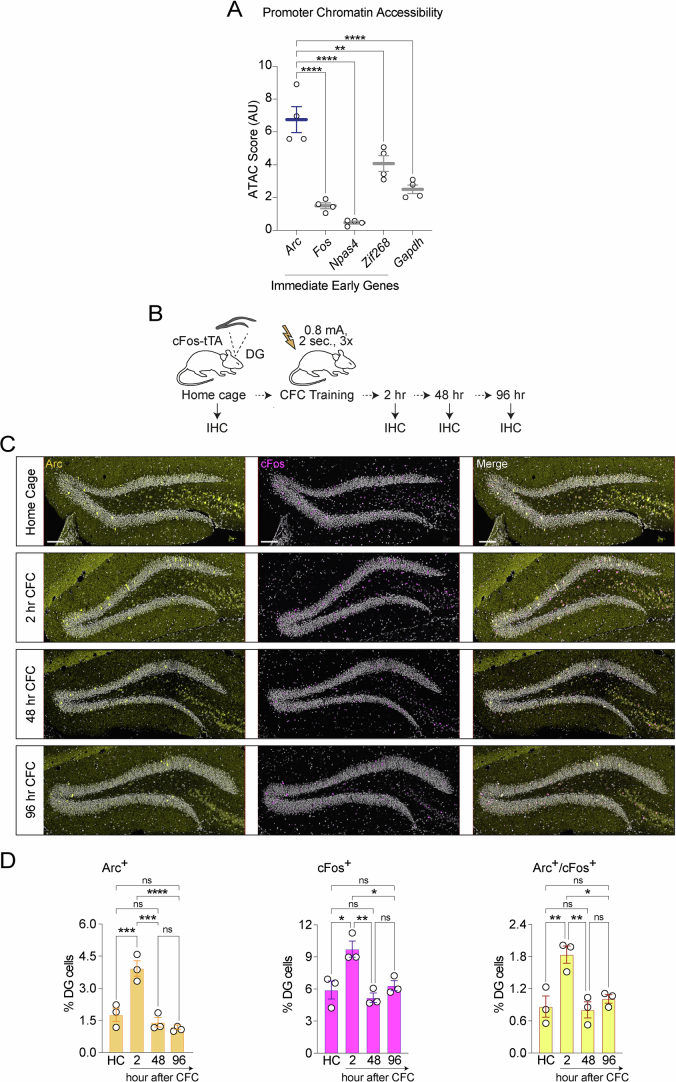
*Arc* promoter in dentate gyrus cells shows increased chromatin accessibility. (**A**) For dentate gyrus (DG) cells from home cage mice, plotted are the RPKM values for the ATAC-seq peaks detected at the promoter regions of representative immediate early genes (*Arc, Fos, Npas4, Zif268*) and housekeeping gene (*Gapdh*). Note that the *Arc* promoter displays an highly open chromatin conformation in the baseline state compared to other immediate early genes. Data are means ± SEM of three independent experiments compared by one-way ANOVA with Tukey’s post hoc test (**P < 0.01 and ****P < 0.0001). Data were obtained from Marco et al.^7^, GSE152954_ATAC_Desq2_Matrix_all_groups_RPKM.txt.gz. (**B**) Schematic of the time-course experiment to quantify the number of DG cells expressing Arc and cFos protein levels after CFC training in c-Fos-tTA mice. IHC, immunohistochemistry. (**C**) Representative confocal images showing protein expression levels of Arc (yellow) and cFos (magenta) in the DG of mice treated as described in A. Scale bars, 100 μm. (**D**) Quantification of the IHC analysis (n = 3), including number of DG cells positive for either Arc, cFos or both Arc and cFos. Data are means ± SEM compared by one-way ANOVA with Tukey’s multiple comparisons test. ns, not significant, *P ≤ 0.05, **P < 0.01, ***P < 0.001 and ****P < 0.0001. For all figure panels, see Supplementary Table 3 for summary statistics and p-values.

**Extended Data Fig. 2:**
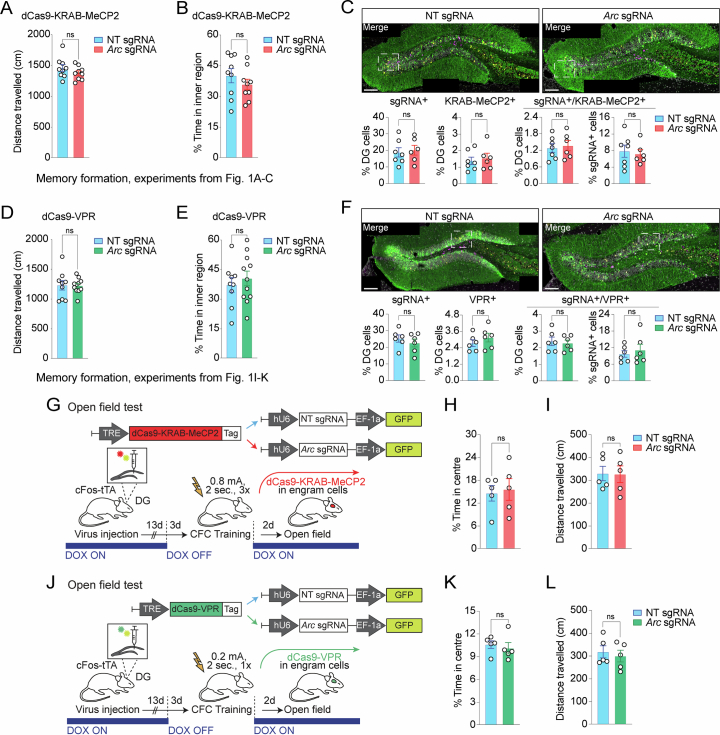
In vivo CRISPR-dCas9-based epigenetic editing of the *Arc* promoter does not impact basal locomotion and anxiety levels. (**A-B**) For mice from the dCas9-KRAB-MeCP2 experiment of Fig. 1a–c, displayed are (A) the average distance travelled and (B) the time spent in the inner region of the conditioning chamber during the three minutes habituation phase of the behavioural conditioning. For both the NT or *Arc* sgRNA groups, n = 9. (**C**) Top panel: for the dCas9-KRAB-MeCP2 experiment of Fig. 1a–c, confocal images showing expression levels of *Arc* mRNA (yellow) and dCas9-KRAB-MeCP2 mRNA (magenta) alongside with NT or *Arc* sgRNA (GFP, green) in the dentate gyrus (DG). Dotted squares delimitate the areas corresponding to the enlarged images in Fig.1d. Scale bars, 100 μm. Bottom panel: quantification of C. For the NT or *Arc* sgRNA groups, n = 7 and 6, respectively. (**D-E**) As in A-B, but for the dCas9-VPR experiment of Fig. 2a–c. For the NT or *Arc* sgRNA groups, n = 9 and 11, respectively. (**F**) As in C, but for the dCas9-VPR experiment of Fig. 2a–c. For both the NT or *Arc* sgRNA groups, n = 6. (**G**) Schematic of the dCas9-KRAB-MeCP2 open field experiment: mice were treated as in Fig. 1a, except that an open field test was performed two days after the CFC training. (**H-I**) For mice expressing the dCas9-KRAB-MeCP2 with the NT (n = 5) or *Arc* sgRNA (n = 5), displayed are (H) the time spent in the central area of the open field arena and (I) the average distance travelled during the test. Data were compared by a two-tailed, unpaired t test (ns, not significant) and plotted as means ± SEM. (**J-L**) As in G-I, except that dCas9-VPR is expressed instead. For both the NT or *Arc* sgRNA groups, n = 5. All data were compared by a two-tailed, unpaired t tests (ns, not significant) and plotted as means ± SEM. For all figure panels, see Supplementary Table 3 for summary statistics and p-values.

**Extended Data Fig. 3:**
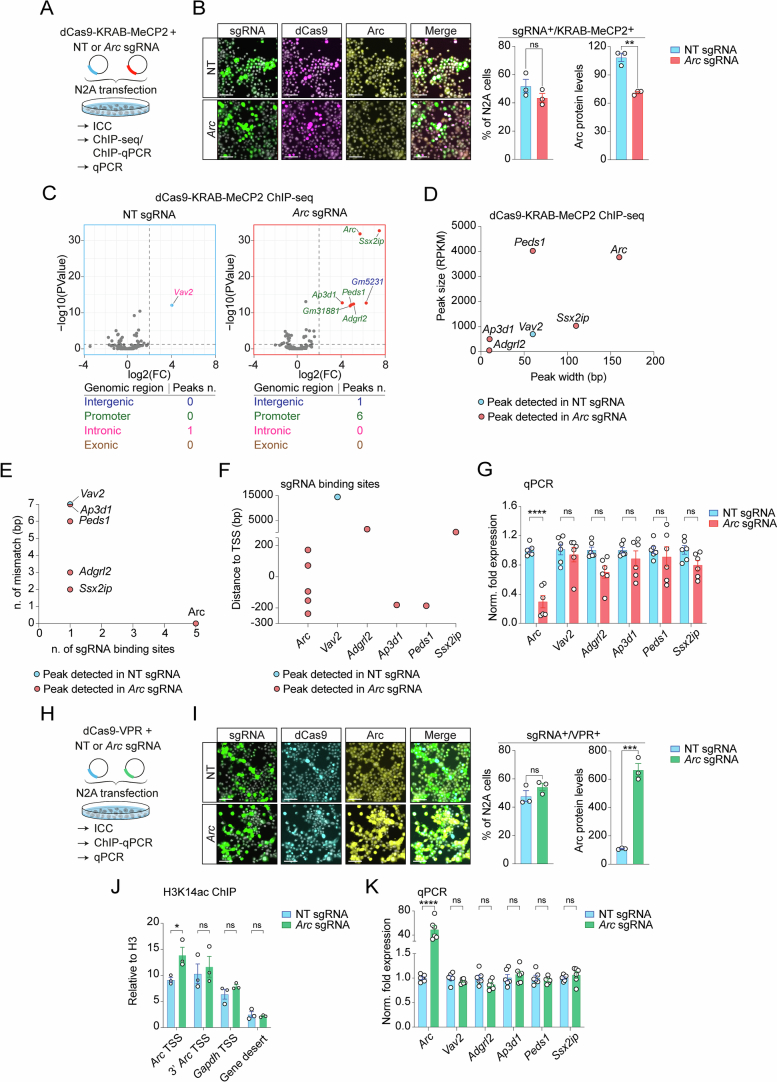
CRISPR-dCas9-based epigenetic editing enables the bidirectional control of *Arc* promoter activity with few off-target effects. (**A**) N2A cells were co-transfected with constructs for dCas9-KRAB-MeCP2 and NT or *Arc* sgRNA, and after 48 h collected for immunocytochemistry (ICC), ChIP-seq/ChIP-qPCR and qPCR analyses. (**B**) Left panel, representative ICC images revealing a high co-transduction efficiency of sgRNA (co-expressing GFP, green) and dCas9-KRAB-MeCP2 (FLAG-tagged, magenta), as well as a reduction in Arc protein levels (yellow) for the double positive cells in the *Arc* sgRNA sample. Cell nuclei are stained with DAPI. Scale bars, 50 μm. Right panel, Quantification of the ICC analysis, including number of N2A cells double positive for dCas9-KRAB-MeCP2 + /sgRNA+ and the level of Arc protein in these cells for the NT (n = 3) or *Arc* (n = 3) sgRNA samples. Data are means ± SEM of independent experiments compared by a two-tailed, unpaired t test. (**C**) For the samples described in Fig.1f, volcano plots showing genomic sites significantly enriched for dCas9-KRAB-MeCP2 chromatin binding (p-value < 0.05, fold change > 2, EdgeR differential enrichment analysis, see Methods). Tables below the graphs summarize the peaks’ features for each sample and dots in D are color-coded accordingly. One and 6 off-targets were identified for the NT sgRNA and *Arc* sgRNA, respectively. Of these sites, two of them were associated to predicted genes (*Gm5231* and *Gm31881*) whilst the other 5 were assigned to genes that either show low expression levels (according to the Allen Mouse Brain Atlas) in adult dentate gyrus (*Vav2*, *Adgrl2* and *Peds1*), or have not been implicated in fear memory processes (*Ap3d1*, *Ssx2ip*). The differential enrichment analysis results are reported in Supplementary Table 1. (**D-F**) For the dCas9-KRAB-MeCP2 binding sites described in C, plotted are: (D) the averaged ChIP-seq peak width and size; (E) the number of mismatches as predicted by the Cas-OFFinder sofware (y axes, in bp) and the number of sgRNA binding sites (x axes); (F) the position of each matching sgRNA relative to the TSS. Bp, base pair. Bp, base pair; RPKM, reads per kilobase per million mapped reads. (**G**) For the experiment described in A, q-PCR analysis was performed for the protein coding genes identified in C. dCas9-KRAB-MeCP2 plus *Arc* sgRNA downregulated *Arc* mRNA levels compared to the control condition with minimal off-target effects. Data are means ± SEM of three independent experiments compared by two-way ANOVA with Sidak’s multiple comparisons test. (**H**) As in A, except that dCas9-VPR is expressed instead. (**I**) Representative ICC images of N2A cells treated as described in H (left panel) and relative quantification (right panel). sgRNA, dCas9-VPR or Arc positive cells are in green, cyan or yellow, respectively. Cell nuclei are stained with DAPI. Scale bars, 50 um. Data are means ± SEM of three independent experiments compared by a two-tailed, unpaired t test. (**J**) ChIP-qPCR on N2A cells treated as in H showing occupancy of H3K14ac at the TSS of *Arc*. Plotted are means ± SEM of three independent experiments compared by two-way ANOVA with Sidak’s multiple comparisons test. (**K**) For the experiment described in H, q-PCR analysis was performed for the protein coding genes identified in C. dCas9-VPR plus *Arc* sgRNA upregulated *Arc* mRNA levels compared to the control condition with no off-target effects. Data are means ± SEM of three independent experiments compared by two-way ANOVA with Sidak’s multiple comparisons test. For all figure panels: ns, not significant; *P < 0.05 and ****P < 0.0001. For all figure panels, see Supplementary Table 3 for summary statistics and p-values.

**Extended Data Fig. 4:**
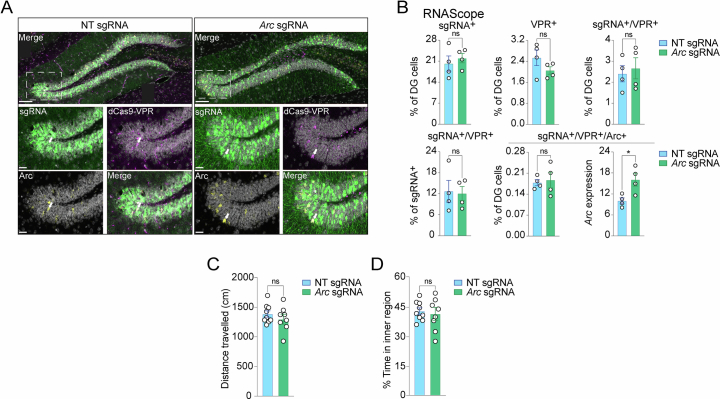
Context only control experiment: dCas9-VPR upregulates *Arc* in engram cells and does not impact basal locomotion and anxiety levels. (**A-B**) Brains from the mice of the dCas9-VPR experiment of Fig. 2f–g were analyzed by RNAScope. Displayed are (A) representative confocal images and relative quantification (B) showing mRNA expression levels of *Arc* (yellow) and dCas9-VPR (magenta) alongside with NT or *Arc* sgRNA (GFP, green) in the dentate gyrus (DG). Scale bars, 100 μm (overview) and 20 μm (zoom-in). Arrows indicate neurons positive for dCas9-VPR, sgRNA and Arc. Note that in these cells *Arc* signal is higher for the *Arc* sgRNA group of mice compared to the control NT sgRNA animals (n = 4 each). Data are means ± SEM compared by a two-tailed, unpaired t test. (**C-D**) For the same mice of Fig. 2f–g, displayed are (C) the average distance travelled and (D) the time spent in the inner region of the conditioning chamber during the three minutes habituation phase of the behavioral conditioning. For the NT or *Arc* sgRNA groups, n = 9 and 8, respectively. Data were compared by a two-tailed, unpaired t test (ns, not significant) and plotted as means ± SEM. For all figure panels, see Supplementary Table 3 for summary statistics and p-values.

**Extended Data Fig. 5:**
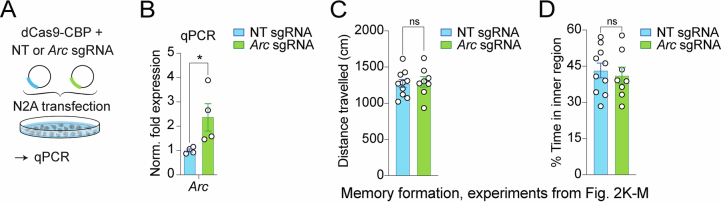
dCas9-CBP-mediated epigenetic activation of Arc in engram cells enhances memory formation. (**A**) N2A cells were co-transfected with constructs for dCas9-CBP and NT or *Arc* sgRNA, and after 48 h collected for qPCR analysis. (**B**) qPCR on N2A cells treated as in A revealing that dCas9-CBP binding to the *Arc* promoter upregulates *Arc* expression. Displayed are means ± SEM of four independent experiments compared by a two-tailed, unpaired t test. (**C-D**) For mice from the experiment described in Fig. 2k–m, displayed are (C) the average distance travelled and (D) the time spent in the inner region of the conditioning chamber during the three minutes habituation phase of the behavioral conditioning. For the NT or *Arc* sgRNA groups, n = 10 and 8, respectively. Data were compared by a two-tailed, unpaired-t test and plotted as means ± SEM. For all figure panels: ns, not significant and *P ≤ 0.05. For all figure panels, see Supplementary Table 3 for summary statistics and p-values.

**Extended Data Fig. 6:**
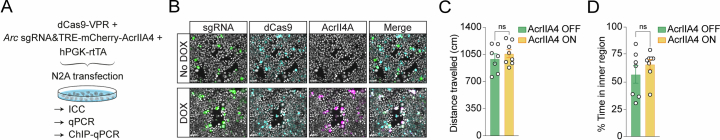
AcrIIA4-dependent rescue of dCas9-VPR mediated memory enhancement does not impact basal locomotion and anxiety levels. (**A**) Experimental design to test the effect of AcrIIA4 in vitro in the presence of dCas9-VPR and *Arc* sgRNA. 48 h after transfection, N2A cells were collected for immunocytochemistry (ICC), qPCR (Fig. 3c) and ChIP-qPCR (Fig. 3d). (**B**) Representative images of N2A cells from three independent experiments treated as described in A, showing DOX-inducible AcrIIA4 expression (mCherry reporter) and high co-transduction efficiency of *Arc* sgRNA (co-expressing GFP) and dCas9-VPR (FLAG-tagged). Cell nuclei are stained with DAPI. Scale bars, 50 μm. (**C-D**) For mice from the AcrIIA4 experiment of Fig. 3h–i, displayed is (C) the average distance travelled and (D) the time spent in the inner region of the conditioning chamber during the three minutes habituation phase of the behavioral conditioning. For the AcrIIA4 OFF or ON groups, n = 7 and 8, respectively. In C and D data were compared by a two-tailed, unpaired t test and plotted as means ± SEM (ns, not significant). DOX, doxycycline. For all figure panels, see Supplementary Table 3 for summary statistics and p-values.

**Extended Data Fig. 7:**
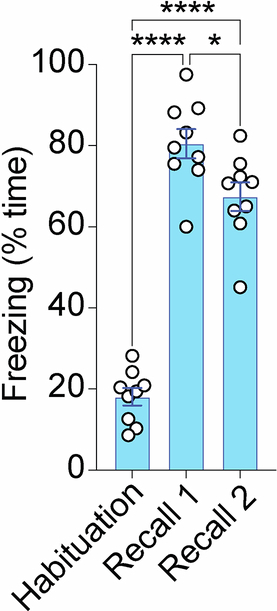
Memory retention naturally decreases over time. Freezing levels for cFos-Cre^ERT2^/rtTA^LSL^ mice (n = 9) that underwent the same CFC protocol described in Fig. 3 followed by two recall sessions, the first one 72 h after CFC and the second one on the following day. Note that animals spent significantly less time freezing at the Recall 2 timepoint compared to the Recall 1 timepoint. Data are means ± SEM compared by one-way ANOVA with Tukey’s post hoc test (*P < 0.05 and ****P < 0.0001). See Supplementary Table 3 for summary statistics and p-values.

**Extended Data Fig. 8:**
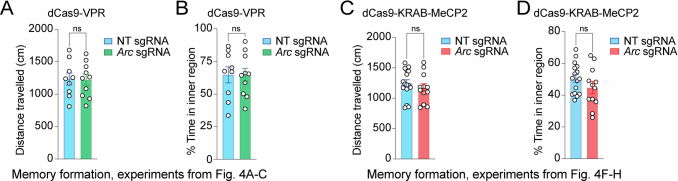
Epigenetic editing beyond memory malleability does not impact basal locomotion and anxiety levels. (**A-B**) For mice from the dCas9-VPR experiment of Fig.4a–c, displayed are (A) the average distance travelled and (B) the time spent in the inner region of the conditioning chamber during the three minutes habituation phase of the behavioral conditioning. For the NT or *Arc* sgRNA groups, n = 9 and 10, respectively. Data were compared by a two-tailed, unpaired t test (ns, not significant) and plotted as means ± SEM. (**C-D**) As in A-C, except that values referrer to the dCas9-KRAB-MeCP2 experiment of Fig.4f–h. For the NT or *Arc* sgRNA groups, n = 16 and 12, respectively. Data were compared by a two-tailed, unpaired t test (ns, not significant) and plotted as means ± SEM. For all figure panels, see Supplementary Table 3 for summary statistics and p-values.

## Data Availability

The list of materials, reagents and software used in this study is provided in Supplementary Table 2. ChIP–seq, scATAC-seq and scRNA-seq data have been deposited in the Gene Expression Omnibus (GEO) database, https://www.ncbi.nlm.nih.gov/geo (accession no. GSE299742), all other data are available in the main text or in the Supplementary Information. Source data are provided with this paper.

## Code availability

Custom codes developed in this study are available via Zenodo at 10.5281/zenodo.16834059 (ref. ^51^).

# Supplementary material for: Cell-type- and locus-specific epigenetic editing of memory expression
**Source:** Nat Genet. 2025 Oct 29;57(11):2661–8. doi: 10.1038/s41588-025-02368-y
**Supplement:** Supplementary file 1 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided
Only common tests should be described solely by name; describe more complex techniques in the Methods section.
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted
Give P values as exact values whenever suitable.
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection TSE, Multi-conditioning System, automatic freezing detection; StepOne Software V2.3 by Applied Biosystems, Real-Time PCR data acquisition; Leica LAS-X, confocal images acquisition.

Data analysis QuPath 0.4.3, image analysis; GaphPad Prism 9, data plotting and statistical analysis; IGV 2.16.0 ChIP-seq tracks visualization; EdgeR, ChIP-seq differential enrichment analysis; Parse Biosciences TrailmakerTM (v1.4.1), scRNA-seq alignment; Signac and Seurat for end-to-end scATAC and scRNA-seq data analysis. Custom codes developed in this study have been deposited in the Zenodo repository and are available at <https://doi.org/10.5281/zenodo.16834060>.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Raw data are available in the Gene Expression Omnibus (GEO) database, <https://www.ncbi.nlm.nih.gov/geo> (accession no. GSE299742)

Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

Use the terms *sex* (biological attribute) and *gender* (shaped by social and cultural circumstances) carefully in order to avoid confusing both terms. Indicate if findings apply to only one sex or gender; describe whether sex and gender were considered in study design; whether sex and/or gender was determined based on self-reporting or assigned and methods used. Provide in the source data disaggregated sex and gender data, where this information has been collected, and if consent has been obtained for sharing of individual-level data; provide overall numbers in this Reporting Summary. Please state if this information has not been collected. Report sex- and gender-based analyses where performed, justify reasons for lack of sex- and gender-based analysis.

Reporting on race, ethnicity, or other socially relevant groupings

Please specify the socially constructed or socially relevant categorization variable(s) used in your manuscript and explain why they were used. Please note that such variables should not be used as proxies for other socially constructed/relevant variables (for example, race or ethnicity should not be used as a proxy for socioeconomic status). Provide clear definitions of the relevant terms used, how they were provided (by the participants/respondents, the researchers, or third parties), and the method(s) used to classify people into the different categories (e.g. self-report, census or administrative data, social media data, etc.) Please provide details about how you controlled for confounding variables in your analyses.

Population characteristics

Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."

Recruitment

Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.

Ethics oversight

Identify the organization(s) that approved the study protocol.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

No statistical methods were used to pre-determine sample sizes. Sample sizes used were based on previous publications performing similar experiments (Khalaf et. al 2018; Silva et al., 2021)

Data exclusions

Animal were excluded from further experimentation or data analysis if they displayed misplaced stereotaxic injections or poor viral expression

Replication

All experiments were independently replicated in at least 2 cohorts of animals (n number of each experimental group is reported in every figure legend). All in vitro experiments were independently replicated 3 times.

Randomization

Mice were raised and housed in the same conditions and randomly allocated to the different experimental groups.

Blinding

The investigators were blinded to the experimental group for sample processing, image analysis and behavioral analysis.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☐	☒ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Clinical data
☒	☐ Dual use research of concern
☒	☐ Plants

Methods

n/a	Involved in the study
☐	☒ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used	H3K27ac, Abcam 4729 (ChIP, 1 ug/1 million cells); Histone H3, Abcam 1791 (ChIP, 1 ug/1 million cells); GFP, Abcam 6673 (IHC, 1:400); Flag, Sigma F1804 (IF(1:500), ChIP (1 ug/1 million cells), IP (0.75 ug/1 million cells), WB (1:1000)); CBP Santa Cruz C1 sc7300 (IP (0.75 ug/1 million cells), WB (1:400)); Arc, Synaptic System 156 003 (IHC, 1:1000); Fos, Synaptic System 226 308 (IHC, 1:4000)
Validation	The specificity of the antibody have been validated by the manufacturers. A list of scientific publications about antibody validation can be found on the manufacturers website. References list for anti H3K27ac, Abcam 4729 can be found at https://www.abcam.com/products/primary-antibodies/histone-h3-acetyl-k27-antibody-chip-grade-ab4729.html . References list for anti Histone H3, Abcam 1791 can be found at https://www.abcam.com/en-at/products/primary-antibodies/histone-h3-antibody-nuclear-marker-and-chip-grade-ab1791 . References list for anti GFP, Abcam 6673 can be found at https://www.abcam.com/products/primary-antibodies/gfp-antibody-ab6673.html . References list for anti Flag, Sigma F1804 can be found at https://www.sigmaaldrich.com/CH/en/product/sigma/f1804 . References list for anti CBP, Santa Cruz C1 sc7300 can be found at https://datasheets.scbt.com/sc-7300.pdf . References list for anti Arc, Synaptic System 156 003 can be found at https://www.sysy.com/product/156003 . References list for anti Fos, Synaptic System 226 308 can be found at https://sysy.com/product/226308 .

Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

Cell line source(s)	N2A and HEK293T cells were obtained from ATCC
Authentication	None
Mycoplasma contamination	cells tested negative for mycoplasma contamination
Commonly misidentified lines (See ICLAC register)	none

Animals and other research organisms

Policy information about [studies involving animals; ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals	Mus musculus; cFos-tTA mice were bred in house from the original JAX strain #018306 on a C57Bl/6JR background; cFos-CreERT2/R26-CAG-rtTALSL animals were generated in house by crossing the original JAX strains #030323 and #029617. All mice were between 8-13 weeks old at the start of the experiments
Wild animals	The study did not involve wild animals
Reporting on sex	Only male mice were involved in this study
Field-collected samples	The study did not involve samples collected from the field
Ethics oversight	The federal Food Safety and Veterinary Office of the Federal Council of Switzerland approved the animals license VD2808.2 for the experiments performed in this study.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Plants

Seed stocks no plants were involved in this study.

Novel plant genotypes no plants were involved in this study.

Authentication no plants were involved in this study.

ChIP-seq

Data deposition

☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).

☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links
May remain private before publication. Link has been requested at the GEO repository.

Files in database submission fastq and bigwig files for 8 samples (2 replicates each of Arc/NT IP or input)

Genome browser session
(e.g. [UCSC](#)) bigwig files are provided in the GEO repository for viewing in IGV of UCSC

Methodology

Replicates 2 biological replicates for condition

Sequencing depth approximately 40 million paired end reads

Antibodies Flag, Sigma F1804

Peak calling parameters The R library csaw (v.1.30.1) was used for peak calling, with peaks being considered non-significant for regions that had less than a three-fold enrichment compared to their 2 kb neighbourhood, and reads were normalized using the locally estimated scatterplot smoothing (loess) algorithm.

Data quality Approximately 60-80% of reads mapped for flag samples and 95% of reads mapped to the mouse gened for input samples. Average fragment lengths were approximately 200 bp for all samples. PCA analysis shows that input samples cluster and replicates of IP samples cluster together.

Software Reads were trimmed for NEBNext Ultra II DNA (TruSeq) adaptors. FastQ files were demultiplexed using bclconvert (v3.9.3, Illumina) and aligned with bowtie2 (v2.4.5). The R library csaw (v.1.30.1) was used for peak calling. DE analysis was performed with EdgeR (v3.38.4).

# Supplementary material for: Cell-type- and locus-specific epigenetic editing of memory expression
**Source:** Nat Genet. 2025 Oct 29;57(11):2661–8. doi: 10.1038/s41588-025-02368-y

Figure 2J, blot for FLAG on FLAG IP samples

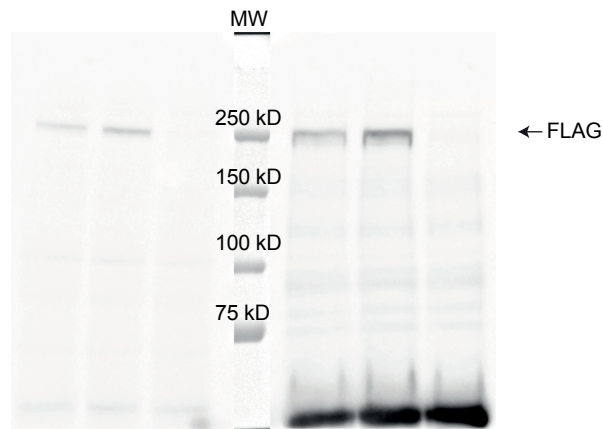

Figure 2J, blot for CBP on FLAG IP samples

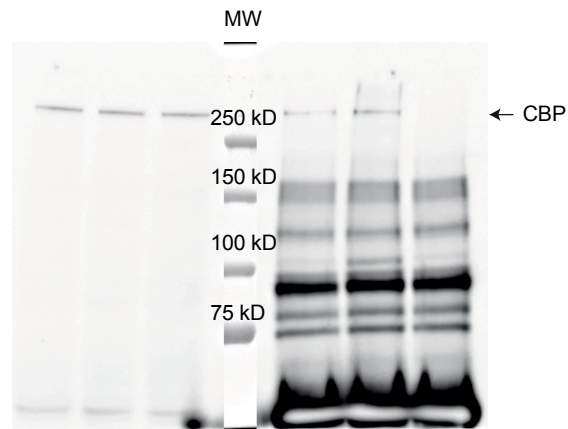

Figure 2J, blot for FLAG on CBP IP samples

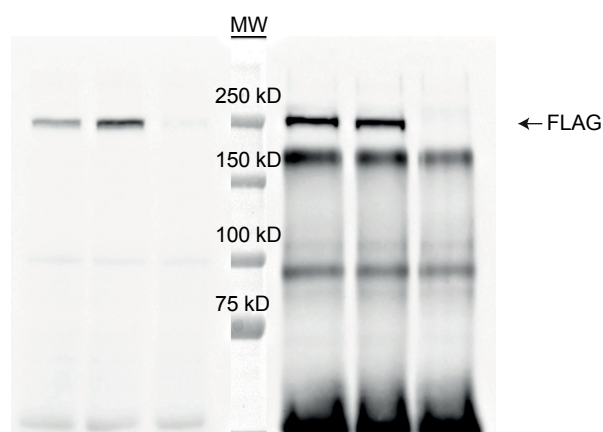

Figure 2J, blot for CBP on CBP IP samples

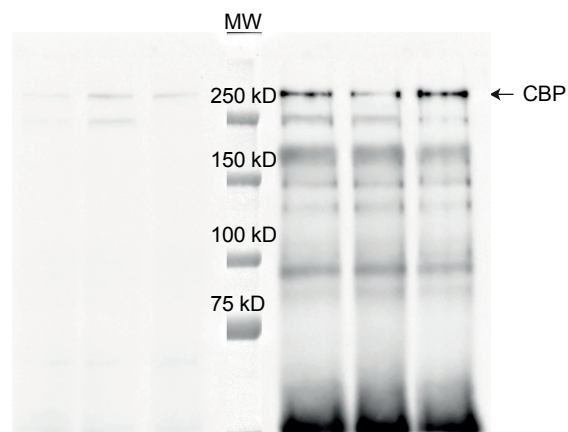

**Supplement:** Supplementary file 5 — Unprocessed western blots for Fig. 2j.

How the deposited data were processed for this re-analysis (not part of the article)

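Expression was measured in single nuclei of the DG from 5 *Arc* sgRNA and 5 NT sgRNA mice. The authors made the libraries with Evercode WT v3, with mice kept apart by their first barcode and all mice present in each of 8 sublibraries. They aligned and counted the reads with Trailmaker (v.1.4.1) against mm10 with added GFP and Cas9m4 sequences. The deposited values are raw UMI counts of 32292 genes in 82954 nuclei, before any filter on genes or mitochondrial reads. UMIs and genes per nucleus were summed from the matrix. Of the loading table, 6 other columns of values per mouse were not used. The scATAC-seq and ChIP-seq data were not part of the files used here.

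Nuclei were kept with 300 to 10000 genes, 500 to 100000 UMIs and under 1% mitochondrial UMIs, and genes with counts in at least 20 nuclei were used for clustering. Counts were normalized per nucleus and log-transformed, whereas the study used SCTransform with 3000 features. Here 3000 variable genes, 30 principal components, 15 neighbors and Leiden clustering at resolution 1 gave 31 clusters, and resolution 0.5 gave 26 (Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, leidenalg 0.10.2, scikit-learn 1.9.0, seed 20251). Clusters were named from fixed marker genes, and 284 nuclei stayed unnamed. The study mapped cells with MapMyCells, which was not available. Excitatory-like nuclei are the granule-like, CA-pyramidal-like and mossy-like nuclei, so the group may be wider or narrower than the study's excitatory neurons. A dCas9-positive nucleus has at least 1 Cas9m4 UMI, as in the study.

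Depth ranged from 2150982 to 185183148 UMIs per mouse. Shares of nuclei are given with exact (Clopper-Pearson) 95% intervals, and a share of 0 with the limit that 3 counts allow. Both cover counting error only. Thinning drew 1000 UMIs from each nucleus and left out shallower nuclei, and a second thinning drew 500.

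Counts were summed per mouse over the nuclei of each comparison, with at least 3 dCas9-positive or 10 other nuclei per mouse. The comparisons of *Arc* against NT sgRNA mice were made in dCas9-positive excitatory-like nuclei, in dCas9-negative granule-like nuclei, and in each other class with at least 3 mice per group. The interaction of group and dCas9 state was tested with the mouse as a block, and a further comparison set dCas9-positive against dCas9-negative granule-like nuclei within mice. Genes were tested with the quasi-likelihood test of edgeR 4.0.16 (R 4.3.3) after filterByExpr and TMM, with Benjamini-Hochberg adjustment and a threshold of 0.05. An adjusted p at or under 0.01, the level that the calls in the paper's table follow, was an alternative. DESeq2 1.42.0 was run beside it. The fits of dCas9-positive excitatory-like and of dCas9-negative granule-like nuclei and the comparison within mice were tested on simulated data with known fold changes of 2 and 4. Simulated counts were drawn with the average spread between mice of genes of similar expression. Shares and medians per mouse were compared by two-sided exact permutation tests over mice.

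Gene lists were tested with camera (limma 3.58.1) at a preset correlation of 0.01, with an estimated correlation, and with fry. The 17 lists cover neighbors of *Arc* (12 genes), antigen presentation (16), ChIP-seq off-targets named in the paper (7), the excitatory postsynapse (44), immediate early genes (34), the inhibitory synapse (41), the interferon response (32), ion channels (34), mitochondrially encoded genes (15), nuclear long noncoding RNAs (7), the p53 response (16), the genes of Fig. 1o (8), the genes of the paper's top synapse terms (23), presynaptic release (40), rRNA-overlapping genes (6), stress chaperones (16) and the vector (2). The vector genes define the nuclei or the sort and were measured as shares, not tested as a list. Lists with fewer than 3 tested genes in a comparison gave no value there. The list of the inhibitory synapse shares genes with that of Fig. 1o.

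Genes named in the text are those the paper names for this experiment and the 5 genes at the top of its table in each direction, whose values had been seen, then the 10 largest rises and falls among genes past the threshold whose mice do not overlap. Where fewer than 5 genes passed in a direction, the 5 with the smallest p were added, and from each gene list up to 4 members with the smallest p. Alternatives were DESeq2, library sizes without TMM, no filter on low counts, each mouse left out in turn, all dCas9-positive nuclei, at least 2 Cas9m4 UMIs, every mouse with a nucleus, thinning, a minimum of 1000 UMIs, removal of rRNA-overlapping genes, and a different clustering resolution. Leaving out both low-depth NT sgRNA mice, thinning to 500 UMIs, removing the 5% of nuclei with the highest doublet scores and the log2 ratio of mean counts per 10000 UMIs over nuclei, for genes of the paper's table, and dCas9-positive granule-like nuclei alone were added after the data were seen. Guides were matched to GENCODE transcript sequences, and figures were drawn with matplotlib 3.10.9. The 113 nuclei of the test well were left out because no label ties them to a mouse or group.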

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

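The tests on the RNA of the 2 low-depth NT sgRNA mice, on class mix, on free dCas9 RNA and on an RNA quality gradient were chosen after the results were seen, whereas those on gene length, UMIs per nucleus and mixing with other cell types were not.

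In dCas9-positive excitatory-like nuclei the 8 genes of Fig. 1o, which the study chose on these samples, had a median log2 fold change of 0.68 and 5 rRNA-overlapping genes one of −2.51. NT sgRNA replicates 2 and 3 may contribute, since in dCas9-negative granule-like nuclei the 8 genes were all lower in them than in the other 3 NT sgRNA mice, by a median of −0.99 (log2), and rRNA-overlapping genes were higher by 2.91, and without both mice the medians were 0.40 and −0.72, with 1 NT sgRNA mouse left. Mossy-like nuclei gave 31.1% of the UMIs in *Arc* sgRNA and 13.1% in NT sgRNA mice, and class mix as the whole explanation is argued against for the 4 rRNA-overlapping genes tested in granule-like nuclei alone, whose median was −2.17 there and −2.93 in all excitatory-like nuclei, whereas the 8 genes had 0.58 there. Gene length stays open as well, since lists of other genes matched on span and expression had a median of 0.19, with 95% of lists between −0.08 and 0.43. An effect of the *Arc* sgRNA and the explanations left open cannot be told apart, because the low-depth mice are 2 of the 3 NT sgRNA mice with enough dCas9-positive nuclei, and, for the class mix and the 8 genes, because 0.58 lies within the median standard error of 0.30 of the bound set for it.

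dCas9 transcripts were in 3.40% of inhibitory-like, 2.82% of mossy-like and 2.84% of astrocyte-like nuclei, shares that the paper's text does not give, and EGFP was in 16.9%, 22.8% and 8.82% of them after thinning to 1000 UMIs, against 2.34% of granule-like nuclei. The number of UMIs per nucleus is argued against, since the thinned dCas9 share of the 3 classes together was 13.0 times that of granule-like nuclei as a mean over mice, with exact intervals of 0.665% to 1.60% and 0.0590% to 0.126%. Free dCas9 RNA as the whole source is argued against by microglia-like, OPC-like and oligodendrocyte-like nuclei together, whose upper exact limit of 1.19% (0.877% without oligodendrocyte-like nuclei) lies below 2.57%, the lower limit of the 3 classes, and is 0.577% against 0.665% after thinning, although oligodendrocyte-like nuclei alone (0.955%, exact interval 0.197% to 2.77%) and, after thinning, microglia-like and OPC-like nuclei alone (limit 0.989%) overlap. These intervals pool nuclei over mice and cover counting error only, and *Arc* sgRNA replicate 2 gave 83 of the 210 positive nuclei. The argument thus holds for the pooled nuclei alone, and the 3 classes were chosen by their shares. Mossy-like nuclei alone are not resolved after thinning. No biological explanation was tested, and how the vectors entered each class stays open.

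*Arc* sgRNA replicates 1 and 4 and NT sgRNA replicate 5, the mice without a dCas9-positive nucleus, had the fewest nuclei (874, 282 and 139). They also had the highest median UMIs per nucleus (20749, 22562 and 14191). These 3 mice stood apart in dCas9-negative granule-like nuclei, where setting them against the other deep mice called 1606 genes, the most of 56 splits. The split was thus picked by its count, and a link to dCas9 cannot be drawn from it. Mixing with other cell types cannot be told apart, because the largest median difference among the markers of another class, 0.53 for microglia, lies between the bounds set for it. The differences of the 3 mice from *Arc* sgRNA replicates 2, 3 and 5 are consistent with an RNA quality gradient, since across 9271 genes they ran opposite to the difference between NT sgRNA replicates 2 and 3 and replicates 1 and 4, with which they share no mouse (Spearman's rho −0.646, across genes, which are not independent replicates). *Gm26917* averaged 280 CPM in the 3 mice, 913 in the other *Arc* sgRNA mice, 936 in NT sgRNA replicates 1 and 4, and 6316 in NT sgRNA replicates 2 and 3. No biological explanation was tested.

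*Man1a* differed in the *Arc* sgRNA effect between dCas9-positive and dCas9-negative nuclei (interaction, adjusted p = 0.00698 from edgeR). Of its 100 UMIs in dCas9-positive nuclei, 99 came from mossy-like nuclei of *Arc* sgRNA mice, where it was at 299.8 CPM, against 179 CPM in dCas9-negative mossy-like nuclei of these mice. It was not called with DESeq2, with all dCas9-positive nuclei, with at least 2 Cas9m4 UMIs, with thinning to 1000 UMIs, or without *Arc* sgRNA replicate 2 or 3, NT sgRNA replicate 2 or 4, or both low-depth mice. *Gm32647*, a top gene of the mossy-like clusters, was called with at least 2 Cas9m4 UMIs and without *Arc* sgRNA replicate 5 or NT sgRNA replicate 4.

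Cajal-Retzius-like nuclei made up 1.26% of *Arc* sgRNA replicate 1, far from the nearest other mouse of its group (0.355%). Oligodendrocyte-like nuclei made up 3.60% of NT sgRNA replicate 5, with the nearest mouse at 1.16%. These were 2 of 28 groups tested, and chance singles out about 1 in 20.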

How the results depend on the processing

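Leaving out both low-depth NT sgRNA mice, thinning to 500 UMIs, removing the highest doublet scores, the mean counts per 10000 UMIs over nuclei and granule-like nuclei alone were chosen after the results were seen, and the other alternatives were set beforehand.

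In dCas9-positive excitatory-like nuclei, where 0 genes were higher and 0 lower, every gene with a count gave 2 and 8, thinning to 1000 UMIs 1 and 4, thinning to 500 UMIs 2 lower, granule-like nuclei alone 6 lower, and DESeq2 2 lower. Thinning to 1000 UMIs left NT sgRNA replicate 3 out of this fit. Leaving out each mouse in turn gave 0 to 1 higher and 0 to 8 lower, the highest without NT sgRNA replicate 4. *Cadm2* was then higher (log2 fold change 1.35, adjusted p = 0.0186), and *Gm42418*, *Cmss1*, *Cdk8*, *Gm15564*, *Gm26917*, *Gm48099*, *Lars2* and *Malat1* were lower. In dCas9-negative granule-like nuclei (0 and 0), DESeq2 gave 10 higher and 20 lower and thinning to 1000 UMIs 1 higher.

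For the interaction (1 higher and 0 lower), DESeq2, thinning to 1000 UMIs and the fit without both low-depth mice gave 0 higher. All dCas9-positive nuclei gave 4 higher and 2 lower, and library sizes alone and at least 2 Cas9m4 UMIs gave 1 lower each. NT sgRNA replicate 3 was lost with thinning to 1000 UMIs. It was also lost with at least 2 Cas9m4 UMIs, as was *Arc* sgRNA replicate 5. Leave-one-out fits gave 0 (without *Arc* sgRNA replicate 2) to 9 higher and 0 to 1 lower, the highest without *Arc* sgRNA replicate 5.

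In mossy-like nuclei (0 higher and 7 lower), DESeq2 gave 112 and 48, every gene with a count 19 and 24, an adjusted p at or under 0.01 gave 0 lower, and leaving out both low-depth mice 1 lower. Leaving out each mouse gave 0 to 279 higher and 0 (without *Arc* sgRNA replicate 3) to 283 lower, the highest without NT sgRNA replicate 4. In inhibitory-like nuclei (0 and 0), DESeq2 gave 34 and 16 and every gene with a count 50 and 42. Leaving out each mouse gave 0 to 7 lower, with 7 without NT sgRNA replicate 1. In CA-pyramidal-like nuclei DESeq2 gave 1 higher and 2 lower and every gene with a count 13 lower. In astrocyte-like nuclei DESeq2 gave 1 higher, every gene with a count 35 higher and 11 lower, and leaving out each mouse 0 to 4 higher, with 4 without *Arc* sgRNA replicate 3. In oligodendrocyte-like nuclei every gene with a count gave 2 higher and 2 lower.

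With an estimated correlation, camera called 0 lists in each of the 8 comparisons. Fry called 2 lists in dCas9-positive excitatory-like, 0 in dCas9-negative granule-like, 1 in the interaction, 2 in inhibitory-like and 0 in CA-pyramidal-like, astrocyte-like and oligodendrocyte-like nuclei. Without both low-depth mice, camera called 3 lists in dCas9-positive excitatory-like, 4 in CA-pyramidal-like, 2 in astrocyte-like and 4 in inhibitory-like nuclei. Leave-one-out fits called 2 to 7 lists in the interaction, 2 to 6 in astrocyte-like and 3 to 7 in oligodendrocyte-like nuclei, the lowest without *Arc* sgRNA replicate 2 in each.

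The difference in dCas9-positive share between *Arc* and NT sgRNA mice reversed to −0.0556 points after thinning, and leave-one-out values ranged from −0.0214 (without *Arc* sgRNA replicate 2) to 0.227. Without both low-depth mice, the class differences reversed to 2.21 points for CA-pyramidal-like, −0.0502 for Cajal-Retzius-like, −0.454 for granule-like, 0.0480 for mossy-like and −0.307 for unnamed nuclei. Leave-one-out ranges crossed 0 for CA-pyramidal-like (−3.25 to 1.92), Cajal-Retzius-like (−0.0919 to 0.306), OPC-like (−0.103 to 0.0817), granule-like (−1.44 to 4.77) and unnamed nuclei (−0.0427 to 0.505). The share of dCas9-negative excitatory-like nuclei with an *Arc* UMI differed by 2.43 points unthinned, past the test, and not after thinning.

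For the named genes, 6839 of 7299 values under alternatives kept their direction and their side of the threshold or moved by less than the spread, 168 gained and 43 lost the threshold, 249 moved and 0 reversed. For each list, 778 of 1022 values did, 36 gained and 159 lost it, 49 moved and 0 reversed. Apart from fits with fewer genes or mice, the cause was not tested. Library sizes alone moved the median of all genes by −0.12 (log2) in dCas9-negative granule-like nuclei. In the dCas9-positive comparison the smallest mouse had 8234 UMIs.

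No paired analysis was possible because the groups share no mouse numbers. Removal of marked doublets was not run, because Scrublet marked 28 nuclei, and the filter without a mitochondrial limit added 0 nuclei. A replicate block was not run for the same reason as the paired analysis.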

Differences from the paper's values

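The values below come from tests set before the data were examined, apart from the settings named as chosen after seeing the values. The paper's tests took cells as replicates and those here take mice, and the excitatory-like nuclei were defined by markers. Values of log2 fold change are taken to differ when their signs differ or their gap exceeds the standard error of the value here, and counts when one is 0 or over 1.5 times the other. This bar for fold changes is low and leaves out the error of the paper's value, which is taken over cells. Fold changes said to differ below are thus not shown to conflict with the paper's.

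The paper's table of dCas9-positive excitatory neurons marks 78 genes as higher in the part of it that could be read, all those at an adjusted p at or under 0.01 there, against 0 here at that adjusted p. The fit here tested 1763 genes. The methods name a p of 0.01, which all 1998 lines read meet unadjusted. The paper's count stayed apart under every alternative, of which every gene with a count and thinning to 1000 UMIs gave 1 and the others 0. For lower genes the paper's count is 4, against 0 here, and 1 of the 4 is Cas9m4, which defines the nuclei and was not tested here. Thinning to 1000 UMIs (3) and every gene with a count (6) did not differ from it, and the other alternatives set beforehand did, among them DESeq2 with 2 and the fit without NT sgRNA replicate 4 with 7. Thinning to 1000 UMIs also lost NT sgRNA replicate 3, which had too few nuclei of that depth. At an adjusted p under 0.05, *Gm42418*, *Gm26917* and *Cmss1*, which the paper calls lower, were lower without NT sgRNA replicate 4 and with every gene with a count, and *Cadm2*, which it calls higher, was higher without NT sgRNA replicate 4. *Cmss1* was also lower with DESeq2, *Gm42418* and *Gm26917* with thinning to 1000 UMIs, and *Gm26917* with thinning to 500 UMIs, a setting chosen after seeing the values. Granule-like nuclei alone, also chosen after seeing the values, gave 0 higher and 5 lower at an adjusted p at or under 0.01, which did not differ from the paper's 4. *Gm42418*, *Cmss1* and *Gm26917* were called lower, and the other 79 of the 82 genes that the paper calls in the part read were not called. These 79 include Cas9m4, which was not tested. This fit tested 1370 genes, and how many of the 79 were among them is not given here. Genes not called may thus be genes not tested. In the simulation of all dCas9-positive excitatory-like nuclei, 35.5% of genes with a fold change of 2 were recovered.

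*Rims2* has the paper's log2 fold change of 1.16, against 0.77 here. The values did not differ under DESeq2 (0.91), at least 2 Cas9m4 UMIs (1.16), every gene with a count (1.16), and without *Arc* sgRNA replicates 2 (0.84) or 3 (0.89) or NT sgRNA replicate 4 (1.44), and they did under the other alternatives set beforehand. The fit with at least 2 Cas9m4 UMIs also lost *Arc* sgRNA replicate 5 and NT sgRNA replicate 3, which had too few such nuclei. For *Gphn* the paper's value is 0.99, against 0.45. Every gene with a count (0.85) and the fit without NT sgRNA replicate 4 (0.73) did not differ, and the others set beforehand did. *Mdga2* has the paper's value of 0.97, against 0.66. It did not differ without *Arc* sgRNA replicates 2 (0.71) or 5 (0.75) or NT sgRNA replicate 4 (0.95), nor with all dCas9-positive nuclei (0.73), every mouse with a nucleus (0.79) or every gene with a count (1.09), and it did under the others set beforehand. With every gene with a count the median log2 fold change over all genes was 0.55, against 0.03 in the main fit. Values of that setting are thus shifted upward as a whole, and their closeness to the paper's is no support for them.

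*Brinp1* has the paper's value of 1.15, against 0.51, and did not differ with every gene with a count (0.90) and without NT sgRNA replicate 4 (1.19). *Nfia* has the paper's value of 0.96, against 0.52, and did not differ with thinning to 1000 UMIs (0.70) and every gene with a count (0.92). *Phf20l1* has the paper's value of 1.17, against 0.50, and did not differ with every gene with a count (0.90) and without NT sgRNA replicate 4 (1.11). *Kif5c*, which the paper's table does not call, has the paper's value of −0.05, against 0.29, and differed under every alternative. The other alternatives of *Brinp1*, *Nfia* and *Phf20l1* set beforehand also differed. For these genes too, the values with every gene with a count carry the upward shift over all genes given above. The log2 ratio of the mean counts per 10000 UMIs over nuclei, a measure chosen after seeing the values, has no test. It can thus neither call nor drop any of the 82 genes that the paper calls in the part read. By it *Rims2* (1.20), *Gphn* (0.75), *Mdga2* (0.77), *Brinp1* (0.96), *Nfia* (0.76) and *Phf20l1* (0.94) did not differ from the paper, and *Kif5c* (0.07) did by its sign.

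In units of 1e6 reads, the paper's number of reads per sample is 100. The mean of mapped reads per sublibrary was 182 ± 22.3 in the same units (SD, n = 8 sublibraries), which differs, and the mean per mouse was 145 ± 198 (SD, n = 10 mice), which does not. Leaving out each mouse was computed for these means after seeing the values. Per mouse it gave 89.6 (without *Arc* sgRNA replicate 3), which did not differ, up to 160.3, which did. Per sublibrary it gave 101.8 and 141 without *Arc* sgRNA replicates 3 and 2, which did not differ. Without another mouse it gave 165 to 181 per sublibrary, which did. Each sublibrary holds all mice, so this mean falls with the reads of the mouse left out. The values of 101.8 and 141 are thus no depth of a sublibrary and no support for the paper's number. All values here are mapped reads of the nuclei in the files, whereas the paper states sequencing depth.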

Other observations

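The regroupings of mice and the fits without both low-depth NT sgRNA mice were chosen after the results were seen, and the other comparisons were set beforehand.

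In dCas9-negative granule-like nuclei, 0 of 14273 genes were higher and 0 lower in *Arc* sgRNA mice (edgeR; 768 and 1392 at an unadjusted p under 0.05; DESeq2 10 and 20). *Spred1*, a regulator of Ras signaling, had a log2 fold change of 1.07, and *Gpr37*, an orphan receptor gene, one of 0.72 (adjusted p = 0.282 from edgeR for both). The activity-induced genes *Nr4a3* and *Homer1* had 0.90 and 0.51, *Gabrd*, a GABA receptor subunit, −0.52 and the glycine receptor gene *Glra2* 0.68 (adjusted p = 0.312 for each). *Arc* itself had 0.78 (adjusted p = 0.362) and *Gapdh* 0.11 (adjusted p = 0.844). In simulated data of this size, 76.0% of genes with a fold change of 2 were recovered. This simulation too gave each gene the average spread of genes of similar expression.

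Across gene lists in these nuclei, 7 mitochondrially encoded genes had a median log2 fold change of −1.91 (camera, adjusted p = 7.2e-05; adjusted p = 0.435 with an estimated correlation), and all 7 were lower when adjusted over the list alone. Mitochondrial transcripts made up 0.0143% and 0.0151% of the UMIs of NT sgRNA replicates 2 and 3 and at most 0.00276% of those of the other 8 mice, and without both the median was −0.51. The 6 rRNA-overlapping genes had a median of −2.20 and 7 nuclear long noncoding RNAs one of −0.36 (camera, adjusted p = 0.00158 and 0.0369; adjusted p = 0.435 with an estimated correlation), and 5 and 1 were lower when adjusted over the list alone. Without both low-depth mice the rRNA-overlapping genes had a median of −0.34. The interferon response (11 tested) had a median of 0.37 (camera, adjusted p = 0.0381; adjusted p = 0.439 with an estimated correlation), and a median of 0.54 without both low-depth mice (15 tested). The cluster led by interferon-response genes held 0.0603% and 0% of the granule-like nuclei of NT sgRNA replicates 2 and 3, 0.314% to 4.80% of those of the other NT sgRNA mice and 0.503% to 1.08% of those of *Arc* sgRNA mice. The 23 genes of the paper's synapse terms had 0.38 (adjusted p = 4.9e-08; adjusted p = 0.435 with an estimated correlation).

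Other lists did not pass in these nuclei, where 1 inhibitory synapse gene was higher and 1 lower, and 1 gene each of the ChIP-seq off-targets and the p53 response lower, when adjusted over the list alone. Immediate early genes (26 tested) had a median of 0.09, inhibitory synapse genes (38) 0.19, excitatory postsynapse genes (44) 0.13, ion channels (34) 0.10 and presynaptic release genes (40) 0.00, with camera's direction down for the last. Neighbors of *Arc* (5) had −0.48, antigen presentation (7) −0.07, ChIP-seq off-targets (4) −0.18, stress chaperones (11) −0.23 and the p53 response (8) 0.06, which camera also placed down. In dCas9-positive excitatory-like nuclei, 5 nuclear long noncoding RNAs had −0.50 (camera, adjusted p = 0.0312; adjusted p = 0.151 with an estimated correlation), and *Meg3* had −0.76. Of the vector genes, EGFP was in 10.7% ± 6.72 (SD, n = 5 mice) of nuclei of *Arc* sgRNA and 3.53% ± 1.64 (SD, n = 5) of NT sgRNA mice (exact permutation test, two-sided, p = 0.0238). After thinning to 1000 UMIs it was in 2.13% and 1.65% (exact permutation test, p = 0.667).

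In mossy-like nuclei 7 of 5232 genes were lower in *Arc* sgRNA mice and 0 higher (edgeR; 465 and 426 at an unadjusted p under 0.05; DESeq2 48 and 112). These were *Gm42418* (log2 fold change −2.97), *Cmss1* (−2.49), *Gm26917* (−3.34), *Gm48099* (−4.18), *Cdk8* (−4.04), the lysosomal *Hexb* (−2.43) and the autophagy gene *Atg4a* (−2.38). A mossy-like cluster of 124 nuclei held 82 and 41 from NT sgRNA replicates 2 and 3 and 1 from *Arc* sgRNA replicate 2. NT sgRNA replicates 2 and 3, the mice with the high rRNA share, are 2 of the 3 NT sgRNA mice here, and without both 1 gene was lower. The genes of Fig. 1o had a median of 0.64 and inhibitory synapse genes one of 0.24 (camera, adjusted p = 3.4e-06 and 0.00163; adjusted p = 0.198 and 0.182 with an estimated correlation). These lists share genes.

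In inhibitory-like nuclei 0 of 7815 genes were higher or lower (edgeR; 396 and 451 at an unadjusted p under 0.05; DESeq2 34 and 16). In CA-pyramidal-like nuclei the count was 0 of 10993 (315 and 462; DESeq2 1 and 2), and 18 immediate early genes had a median of 0.26 (camera, adjusted p = 0.00468; adjusted p = 0.286 with an estimated correlation), among them *Bdnf* with 0.77. Of the 2181 nuclei of one CA-pyramidal-like cluster, 1396 and 749 came from NT sgRNA replicates 2 and 3, whereas *Arc* sgRNA replicates 2, 3 and 5 had 640, 460 and 204 nuclei in another of 1838, and without both low-depth mice the median was 0.19. In astrocyte-like nuclei the count was 0 of 3486 (74 and 113; DESeq2 1 and 0). There 7 interferon response genes had a median of 1.03 (camera, adjusted p = 1.6e-06; adjusted p = 0.344 with an estimated correlation), and *Ddx60*, *Gbp2*, *Rnf213* and *Stat1* were higher when adjusted over the list alone. Without both low-depth mice the median was 1.25. In the same nuclei the neuronal genes *Kcnq5* and *Kcnc2* had log2 fold changes of 1.94 and 2.09 and the astrocyte genes *Bcan* and *Grin2c* −1.22 and −1.42 (adjusted p = 0.916 from edgeR for each), and rRNA-overlapping genes had a median of −1.80 (camera, adjusted p = 8.0e-06; adjusted p = 0.344 with an estimated correlation). In oligodendrocyte-like nuclei the count was 0 of 1393 (16 and 20; DESeq2 0 and 0).

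Within 6 mice, dCas9-positive and dCas9-negative granule-like nuclei were compared over 8945 genes. *Zfp804b*, a zinc finger gene, was lower in dCas9-positive nuclei (log2 fold change −1.07, adjusted p = 5.9e-05 from edgeR), as was the noncoding *Gm6999* (−1.17, adjusted p = 0.0419), and 0 were higher (93 higher and 329 lower at an unadjusted p under 0.05). Both genes are among the top genes of a granule-like cluster of 2836 nuclei, and the mix of granule-like clusters was not evened between the states. Of 13 lists, 8 passed, all lower in dCas9-positive nuclei, with the largest shift in nuclear long noncoding RNAs (median −0.37), followed by rRNA-overlapping genes (−0.28; camera, adjusted p = 2.5e-05 and 0.000381; adjusted p = 0.296 and 0.311 with an estimated correlation). Among them were also the genes of the paper's synapse terms (median −0.17) and of Fig. 1o (−0.18) and inhibitory synapse genes (−0.16; camera, adjusted p = 1.7e-10, 8.0e-05 and 5.8e-05; adjusted p = 0.311, 0.311 and 0.296 with an estimated correlation), and 0 of the 13 passed with an estimated correlation. Immediate early genes (9 tested) had a median of −0.09, with camera's direction up (adjusted p = 0.779; adjusted p = 0.846 with an estimated correlation). Swapping the states within mice gave as many genes in 2 of 32 swaps, the real one included (highest other 2), so chance cannot be excluded.

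Other splits of the mice tested the gene counts. In dCas9-positive excitatory-like nuclei (real 0, highest other 39, 10 of 10 splits as large), in the interaction (real 1, highest other 59, 7 of 10) and in mossy-like nuclei (real 7, highest other 4, 1 of 10), 10 splits are too few for a share under 0.05. In the first 2, the same split gave the highest count. It set *Arc* sgRNA replicates 2 and 3 and NT sgRNA replicate 4 against *Arc* sgRNA replicate 5 and NT sgRNA replicates 2 and 3. Total UMIs in dCas9-positive excitatory-like nuclei were 706739, 286438 and 120330 in the former and 67213, 37315 and 8234 in the latter. This points to a structure of the samples that runs with library size, although the split was picked by its count. A real count of 0 is matched by every split, so the splits say nothing about it in dCas9-negative granule-like nuclei (100 of 100 splits, highest other 0), CA-pyramidal-like (35 of 35, highest other 0), astrocyte-like (35 of 35, highest other 12), inhibitory-like (100 of 100, highest other 0) and oligodendrocyte-like nuclei (35 of 35, highest other 0). Without both low-depth NT sgRNA mice, the real count in dCas9-negative granule-like nuclei was again 0, so that 56 of 56 splits gave as many (highest other 1606).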
